# Combined heterozygosity of *FLT3*^ITD^, *TET2*, and *DNMT3A* results in aggressive leukemia

**DOI:** 10.1172/jci.insight.162016

**Published:** 2022-09-08

**Authors:** Baskar Ramdas, Palam Lakshmi Reddy, Raghuveer Singh Mali, Santhosh Kumar Pasupuleti, Ji Zhang, Mark R. Kelley, Sophie Paczesny, Chi Zhang, Reuben Kapur

**Keywords:** Hematology, Cytokines, Epigenetics, Monocytes

## Abstract

Heterozygous mutations in *FLT3^ITD^*, *TET2*, and *DNMT3A* are associated with hematologic malignancies in humans. In patients, cooccurrence of mutations in *FLT3*^ITD^ combined with *TET2* (*TF*) or *FLT3*^ITD^ combined with *DNMT3A* (*DF*) are frequent. However, in some rare complex acute myeloid leukemia (AML), all 3 mutations cooccur — i.e., *FLT3*^ITD^, *TET2*, and *DNMT3A* (*TFD*). Whether the presence of these mutations in combination result in quantitative or qualitative differences in disease manifestation has not been investigated. We generated mice expressing heterozygous *Flt3*^ITD^ and concomitant for either heterozygous loss of *Tet2* (*TF*) or *Dnmt3a* (*DF*) or both (*TFD*). *TF* and *DF* mice did not induce disease early on, in spite of similar changes in gene expression; during the same time frame, an aggressive form of transplantable leukemia was observed in *TFD* mice, which was mostly associated with quantitative but not qualitative differences in gene expression relative to *TF* or *DF* mice. The gene expression signature of *TFD* mice showed remarkable similarity to the human *TFD* gene signature at the single-cell RNA level. Importantly, *TFD*-driven AML responded to a combination of drugs that target *Flt3*^ITD^, inflammation, and methylation in a mouse model, as well as in a PDX model of AML bearing 3 mutations.

## Introduction

Recent whole genome and exome sequencing studies have pointed to substantial genetic heterogeneity among patients with acute myeloid leukemia (AML). These studies have also revealed examples of rare but complex AML with cooccurrence of many mutations. Depending upon the specific combination, various patterns of such combination mutations have been described in the literature (1, 2, 3, 4). Frequently, these AML result in poor clinical outcomes, including bad prognosis and reduced long-term survival. It is possible that combined molecular effects of multiple oncogenic mutations may have unpredictable consequences that can influence cellular phenotype, clinical behavior, and responsiveness to therapy. Although rare and unique in their existence, AML driven by 3 or more mutations should be given special consideration. We know very little about the mechanistic interactions between different mutations in AML carrying 3 or more mutations. It is unclear if AML with 3 mutations induce a set of genes that are unique to them and are qualitatively different from those AML with 2 mutations, or if something else drives their development, including perhaps quantitative differences in the gene expression.

Currently available standard-of-care regimens for AML fail to cure this debilitating disease in patients. Hematopoietic stem cell transplantation (HSCT) is the only curative approach; however, this approach isn’t full proof and is frequently associated with high morbidity and mortality. To date, several efforts have been made to predict therapy-related outcomes and their association with patient cytogenetic background. Patients with normal cytogenetics (CN) make up approximately half of all AML cases. Our understanding of the molecular changes in various patients with AML is critical not only to understand the mechanisms leading to pathological changes, but also for risk stratification and for deciding optimal therapy for these patients. In this regard, molecular aberrations in genetic and epigenetic regulators, such as *DNMT3A*, *TET2*, *NPM1*, and *FLT3^ITD^*, have been investigated in some detail. In a significant number of normal CN AML patients, cooccurrence of 2 of these mutations is found quiet frequently. For instance, *FLT3^ITD^ TET2* (1, 5), *FLT3^ITD^* *DNMT3A* (2), *DNMT3A TET2* (6, 7), or *FLT3^ITD^ NPM1* (8) mutations frequently coexist in normal CN patients with AML (9–11). The cooccurrence of 2 or 3 mutations shows a significant impact on prognosis, including risk of relapse and overall survival in these patients. Presence of *TET2* mutations, along with mutated *NPM1* without *FLT3^ITD^* mutation, results in a lower complete remission rate, shorter disease, and event-free survival (3, 12). In some cases, patients harboring up to 3 of these mutations have been shown to be associated with higher WBC counts (4). In other situations, individuals with either 2 mutations (*DNMT3A FLT3* or *DNMT3A NPM1*) or 3 mutations (*DNMT3A:FLT3:NPM1*) result in similar overall survival (13). Interestingly, cooccurrence of *IDH1/2* mutations with *NPM1*, without *DNMT3A* mutations, do not have an inferior overall survival, suggesting the significance of comutations in determining prognosis. Cooccurrence of *TET2 FLT3^ITD^ DNMT3A* mutations in a subset of AML is associated with poor outcomes, relapse, and resistance to standard therapies. However, it is unclear if cooccurrence of these 3 mutations has a redundant effect, an additive effect, or a synergistic effect or if they induce novel pathways compared with cooccurrence of only 2 mutations. Furthermore, it is also unclear how the kinetics of disease differ qualitatively and quantitatively between AML with cooccurrence of 2 and/or 3 of these above described mutations. In the current study, we have analyzed and compared the genetic, phenotypic, and transcriptomic features of AML driven by a combination of *FLT3^ITD^ TET2*, *FLT3^ITD^* *DNMT3A*, or *FLT3^ITD^ TET2 DNMT3A*, utilizing AML models, patient cells, and transcriptomic data derived from both mice and humans.

## Results

### Combined heterozygous loss of Tet2 (Tet2^+/–^) and Dnmt3a (Dnmt3a^+/–^) and expression of Flt3^ITD/WT^ (Tet2^+/–^ Dnmt3a^+/–^ Flt3^ITD/WT^) results in an aggressive lethal myeloid leukemia.

Given that the cooccurrence of mutations in *TET2*, *DNMT3A*, and *FLT3^ITD^* in patients is associated with aggressive AML and with relapse, we assessed the biological consequences of coexistence of these mutations on various hematologic parameters. We hypothesized that the presence of these mutations, either in combination of 2 or 3, is likely to result in both qualitative and quantitative different outcomes with regard to the development of AML. Analysis of OHSU and TCGA (https://www.cbioportal.org/) data demonstrates the frequent presence of concurrent mutations in *DNMT3A*, *FLT3*, and *TET2* genes in patients with AML. To model how the combination of these human AML mutations manifests when present in various combinations, we bred mice to obtain 8 distinct genotypes: WT, single heterozygous for *Tet2^+/–^*, *Flt3^ITD/WT^*, and *Dnmt3a^+/–^*; double heterozygous for *Tet2^+/–^ Dnmt3a^+/–^* (*TD*), *Tet2^+/–^ Flt3^ITD/WT^*(*TF*), and *Dnmt3a^+/–^ Flt3^ITD/WT^* (*DF*); and triple heterozygous for *Tet2^+/–^ Flt3^ITD/WT^ Dnmt3a^+/–^* (*TFD*). Given that *Dnmt3a* is a floxed conditional allele, all mice at 8–10 weeks of age were treated with poly(I:C) and monitored for survival. Of all 8 genotypes examined, only *TFD* mice succumbed by 150 days, as shown in Figure 1A. We next assessed all 8 genotypes for hematologic parameters 2 months after poly(I:C) treatment. As seen in Figure 1B, peripheral blood (PB) WBC counts were significantly higher in triple-mutant *TFD* mice compared with any of the other 7 genotypes. A modest but a significant increase in PB cell count was also seen in double mutants *TF* and *DF* compared with WT controls. Likewise, PB neutrophil counts were also highest in *TFD* mice compared with other genotypes (Figure 1B). A modest increase in lymphocyte count was observed in *TFD* and *DF* mice relative to other 6 genotypes (Figure 1B). Representative spleen pictures and the quantitation of spleen weights are shown in Figure 1C, indicating spleen size and weight were significantly and equally elevated in double mutant *TF* and *DF* mice compared with WT, while triple-mutant *TFD* mice showed significantly higher spleen weight relative to all other 7 genotypes. Next, we assessed BM cellularity in the 8 genotypes. As shown in Figure 1D, significantly higher BM cellularity was seen in double-mutant *TF* and *DF* mice compared with WT control, although the *TFD* mice showed the highest cellularity relative to all other genotypes. In summary, these results demonstrate that the presence of *TFD* mutations quantitatively changes various hematopoietic parameters in mice, resulting in a more aggressive phenotype within a similar time frame and age compared with *TF* and *DF* mice from the same group.

We next assessed how these mutations cooperate within the more immature progenitor cell compartment of the BM. We first assessed the frequency of leukemia stem cell (LSC) containing LSK population and found this to be elevated in *TF* and *TFD* mice relative to WT controls (Figure 2A). Likewise, the absolute number of LSK cells were highest in the *TFD* mice relative to any other group, although *TF* and *DF* mice also showed a modest increase relative to WT controls (Figure 2A). A downward trend in the frequency of MEPs was observed in the *TFD* mice relative to any other genotype (data not shown). A significant and comparative increase in the absolute number of common myeloid progenitors (CMPs) was also observed in *TF*, *DF*, and *TFD* mice relative to any other genotype (data not shown). Importantly, an increase in the frequency and absolute number of granulocyte-macrophage progenitors (GMPs) (Figure 2B) was consistently observed in *TF*, *DF*, and *TFD* mice relative to WT and single-mutant mice, although the frequencies and absolute numbers were greatest in *TFD* mice. Taken together, while no significant qualitative differences in the frequencies and absolute numbers of BM progenitors were observed between the double (*TF* and *DF*) and the triple (*TFD*) mutant mice, the absolute number of LSKs and GMPs were quantitatively greater in *TFD* mice relative to *TF* or *DF* mutants. The absolute number of GMPs in *TFD* BM were 4.7-fold and 1.8-fold greater in number compared with *TF* and *DF* mice, respectively (Figure 2B).

Next, we assessed the impact of these mutations on the development of more mature myeloid progenitors in the BM. An increase in absolute number of Gr-1^+^ cells was observed in the BM of *TF*, *DF*, and *TFD* mice relative to WT and single-mutant mice (Figure 2C). A significant increase in the absolute number of CD11b^+^ population was also seen in the BM of *DF* and *TFD* mice relative to other groups (Figure 2C). An increase in the absolute number of Gr-1/CD11b–double-positive cells in the BM was observed in *DF* and *TF* mice, as well as *TFD* mice, relative to other groups. The increase in the frequency of CD11b^+^ and Gr-1/CD11b–double-positive myeloid cells, however, was the highest in the spleen of *TFD* mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.162016DS1). We also examined the frequency and absolute number of B cells as assessed by the presence of B220/CD19–double-positive cells in the BM. As seen in Figure 2D, while the composition of myeloid cells in the BM of *TFD* mice was quantitatively distinct from *TF* and *DF* mice, the impact on B cell lineage was similar between *TF*, *DF*, and *TFD* mice (Figure 2D). In all 3 genotypes, a similar and significant reduction in the frequency and absolute number of B220/CD19–double-positive lymphoid cells was noted in the BM, as well as in the spleen (Figure 2D and Supplemental Figure 1B). Thus, in lymphoid cells, loss of 2 alleles of epigenetic regulators, *Tet2* or *Dnmt3a*, in combination with the expression of *Flt3^ITD/WT^*, results in similar outcomes as loss of 1 allele of an epigenetic regulator and expression of *Flt3^ITD/WT^*. In contrast, in myeloid cells, loss of 2 alleles of epigenetic regulators (*Tet2* and *Dnmt3a*) in combination with the expression of *Flt3^ITD/WT^* has a more profound impact.

### Combined heterozygous loss of Tet2^+/–^ and Dnmt3a^+/–^ and expression of Flt3^ITD/WT^ results in a transplantable myeloid leukemia.

Studies described in Figures 1 and 2 assessed the cooperative role of the presence of 2 or 3 heterozygous genetic and epigenetic mutations on the development of AML and their impact on various hematopoietic lineages in the parental transgenic mice. To more specifically assess if the observed leukemia-associated phenotype seen in *TF*, *DF*, and *TFD* mice is transplantable — and, if transplantable, how rapidly the disease manifests — we transplanted BM cells from WT, *TF*, *DF*, and *TFD* mice into lethally irradiated C57BL/6 host. Transplanted mice were monitored for PB counts, progenitor content, and signs of AML development. At the time of moribund, all mice were analyzed for PB, BM, and spleen cellular composition. As seen in Figure 3A, a significant increase in PB neutrophil counts and monocyte counts were observed in mice transplanted with *TFD* BM compared with any other group. This increase was associated with a significant decrease in RBC counts and Hb levels (Figure 3B). Splenomegaly was also observed in *TFD* recipients relative to other genotypes (Figure 3C). BM cellularity was increased in *DF* and *TFD* recipient mice (Figure 3D). Absolute number of LSK cells were elevated most significantly in *TFD* recipient mice (Figure 3E). In contrast, a complete loss of HSCs, as assessed by the loss of CD150^+^CD48^–^ LSK cells was noticed in *TFD* recipient mice (Figure 3F and Supplemental Figure 2A), which was consistent both at the level of frequency and absolute numbers. A tendency toward reduction in these cell types was also noted in *TF* and *DF* mice (Figure 3F and Supplemental Figure 2A). In contrast, the frequency of HPC1, as assessed by the presence of CD150^–^CD48^+^ LSK cells, was significantly increased in *TFD* mice relative to the other 2 groups, although the increases were also seen in the *DF* and *TF* mice compared with controls (Figure 3G). An increase in the Lin^–^Kit^+^ myeloid progenitors was also observed in the *TFD* mice and in *DF* mice relative to controls (Figure 3H). In contrast, both the frequency and the absolute number of GMPs were elevated in all 3 groups but were elevated most dramatically in *TFD* mice (Figure 3I and Supplemental Figure 2B). Consistent with an increase in myeloid progenitors, the frequency of mature CD11b^+^ myeloid cells in the BM was also enhanced in all 3 groups relative to controls (Figure 3J and Supplemental Figure 2C). Consistently, the B220 population was dramatically reduced in the BM of *TFD* and *DF* mice relative to *TF* mice (Figure 3K). Likewise, the frequency of KIT/CD11b–double-positive blasts in the spleen was the highest in the *TFD* mice relative to other groups (Figure 3L). We also looked to see if the changes seen in the BM and spleen of *TFD* mice were reflected in the PB of these mice. As seen in Figure 3, M and N, both the Gr-1/CD11b–double-positive cells and — in particular — the KIT/CD11b–double-positive myeloid blasts in *TFD* mice were significantly greater compared with *DF* and *TF* mice. Taken together, these results suggest that the myeloid disease is transplantable. The hematopoietic impact of a combination of the presence of 2 or 3 mutations in hematopoietic stem and progenitor cells (HSP/Cs) is qualitatively similar; however, the impact is quantitatively significantly more in hematopoietic stem cells and progenitors (HSC/Ps) bearing a combination of 3 mutations seen in *TFD* mice, followed by *DF* and then the *TF* mice. Remarkably, both the analysis of primary mice (Figures 1 and 2) and the transplanted mice (Figure 3) yielded similar phenotypic outcomes.

### RNA-Seq analysis in BM cells derived from TF, DF, and TFD mutants.

Given that, in both the original transgenic mice and after BM transplantation, the disease manifestation was qualitatively similar between *DF*, *TF*, and *TFD* mutant bearing mice but quantitatively accelerated in the setting of triple heterozygosity (i.e., *TFD*), we wanted to examine if these differences were due to quantitative or qualitative differences in gene expression. To assess this, we performed RNA-Seq analysis on BM cells derived from all 4 genotypes (i.e., WT, *DT*, *TF*, and *TFD*). 

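RNA was sequenced from whole BM cells of WT mice and of DF (Dnmt3a+/– Flt3ITD/WT), TF (Tet2+/– Flt3ITD/WT) and TFD (Tet2+/– Dnmt3a+/– Flt3ITD/WT) mice. Tet2 and Dnmt3a encode enzymes that oxidize and add methyl groups on DNA, and the Flt3ITD allele carries an internal tandem duplication in a receptor tyrosine kinase. All animals, WT included, had received poly(I:C), which induces the Cre recombinase used to delete the floxed Dnmt3a allele. The values come from 3 WT, 3 DF, 3 TF and 2 TFD libraries, which are the 11 libraries that the heat map in Figure 4A lists. TFD replicate 3 was not analysed here. The authors aligned the reads to mm10 with STAR, counted unique alignments on genes with featureCounts and kept genes with more than 0.5 CPM in more than 3 samples. The deposited table of raw counts holds 12199 genes. Summed over these genes, the counts per library ranged from 8274153 to 11682062 in WT (median 10861144), from 10937204 to 15900904 in DF (median 13003863) and from 10812015 to 12347847 in TF (median 11853772). The TFD libraries had 15496378 and 11115255 counts. Counts were normalized with edgeR's TMM factors, and edgeR's quasi-likelihood test was fitted to all 4 genotypes together over the 12175 genes with more than 0.5 CPM in more than 3 of the 11 libraries. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. The targeted genes were examined first. Tet2 lies on chromosome 3 of mm10 from 133463677 to 133544390, Dnmt3a on chromosome 12 from 3806980 to 3914443, and Flt3 on chromosome 5 from 147330742 to 147400489. The log2 CPM of Tet2 was 7.28 ± 0.10 in WT, 7.77 ± 0.16 in DF and 7.47 ± 0.33 in TF (SD, n = 3 libraries each), and 7.53 ± 0.26 in TFD (SD, n = 2). Against WT, the log2 fold change of Tet2 was 0.21 in TF (adjusted p = 0.33) and 0.25 in TFD (adjusted p = 0.318), so no reduction was detected in the genotypes that lack an allele. In DF it was 0.49 (SE 0.16, adjusted p = 0.0261), which with library totals in place of the TMM factors became 0.41 (adjusted p = 0.0505). The log2 CPM of Dnmt3a was 5.49 ± 0.48 in WT, 5.37 ± 0.15 in DF, 6.09 ± 0.30 in TF and 5.82 ± 0.07 in TFD. Its log2 fold change against WT was −0.15 in DF (adjusted p = 0.578), 0.58 in TF (SE 0.20, adjusted p = 0.0444, and up to 0.15 with a library left out) and 0.29 in TFD (adjusted p = 0.382). The comparison of DF with TF gave −0.73 for Dnmt3a (adjusted p = 0.0551), and DESeq2 gave −0.76 (adjusted p = 0.00778). Flt3 was higher than in WT by a log2 fold change of 0.93 in DF (adjusted p = 0.0185), 1.38 in TF (adjusted p = 0.0023) and 1.94 in TFD (adjusted p = 0.000552). Each value is a sum over all exons of the gene and does not separate the WT from the mutant allele. The mice were of both sexes by their reads. Xist, which is transcribed from the inactive X chromosome, had 33978 counts in WT replicate 3, 30976 in TF replicate 3 and 42152 in TFD replicate 2, with 3, 12 and 4 counts of the Y-linked gene Ddx3y. The other 8 libraries had between 1040 and 2132 counts of Ddx3y and at most 32 of Xist, apart from 538 in DF replicate 1.

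**Figure D1:**
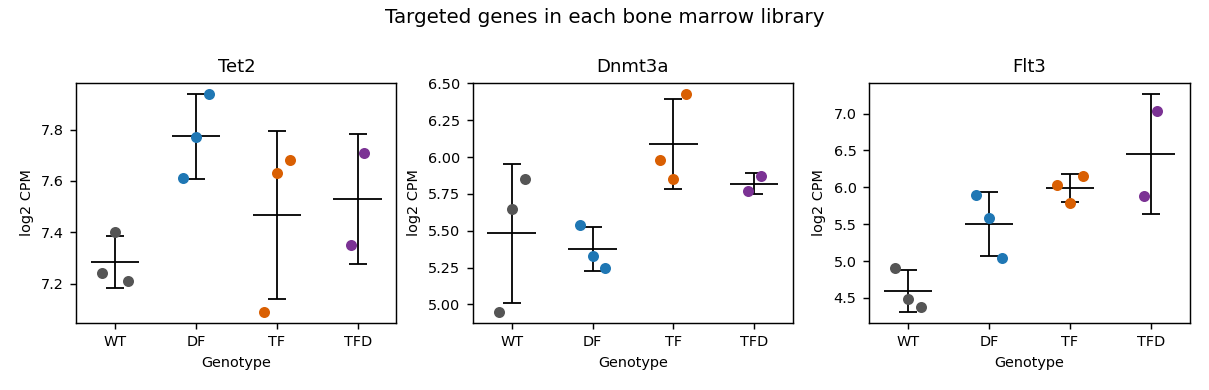
Log2 CPM (y axis) of Tet2, Dnmt3a and Flt3 in the WT, DF, TF and TFD libraries (x axis). Each point is a library, the horizontal line is the mean and the bars are the SD. In WT, Flt3 lies between 4.38 and 4.91, below the mutant libraries, which lie between 5.04 and 7.03.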

RNA was extracted from BM that was also used for functional and phenotypic analysis shown in Figures 1 and 2. A multidimensional scaling (MDS) plot of distances between whole transcriptomics profile showed distinct differences between WT versus *DF*, *TF*, and *TFD* mutants (Supplemental Figure 3A). 

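The distance between libraries was taken as the root mean square of the log2 fold changes of the 500 genes that differed most between them, as MDS plots in edgeR use. Over the 24 combinations of a WT with a mutant library, the mean distance was 3.15 (range 2.49 to 3.64), and over the 28 combinations of mutant libraries it was 1.94 (range 1.13 to 3.21). The difference of 1.21 was the largest among all ways of choosing 3 of the 11 libraries (one-sided exact permutation test, p = 0.00606, the smallest these libraries allow). With all genes in place of the 500, the difference was 0.35 (exact permutation p = 0.00606), and with each library left out in turn it stayed between 1.14 and 1.51. In an MDS of these distances, the leading dimension held 57.3% of the variance and the next 17.8%. On the leading dimension, WT libraries lay between −2.12 and −1.87, DF libraries between 1.18 and 1.33, and TFD libraries at 0.74 and 0.59. TF replicates 1 and 2 lay at 0.75 and 0.67, and TF replicate 3 at −0.67, nearest of the mutant libraries to WT. On the next dimension, TFD libraries lay at −0.247 and −0.552, on the side of the TF libraries, at −0.736, −0.429 and −1.534. DF libraries lay on the other side, at 0.549, 0.767 and 0.882, as did WT libraries, at 0.544, 0.607 and 0.148.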

We observed 2,328; 2,168; and 1,787 upregulated genes and 1,861; 1,770; and 1,430 downregulated genes in *DF*, *TF*, and *TFD* versus WT, respectively. 

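Of the 12175 genes tested, 2560 were upregulated and 2023 downregulated in DF versus WT at an adjusted p under 0.05 by edgeR's quasi-likelihood test. In TF versus WT, 2317 were upregulated and 1899 downregulated, and in TFD versus WT, with 2 TFD libraries, 1789 were upregulated and 1416 downregulated. Requiring in addition at least a 2-fold change moved these counts most, to 1533 genes in DF, 1336 in TF and 1350 in TFD. The share of the called genes that were upregulated in DF was 55.9%. With library totals in place of TMM factors, 1926 genes were upregulated and 2622 downregulated in DF, a share of 42.3%. Among the genes called in the same direction in each mutant genotype with a mean log2 CPM of at least 1, the largest increase in TFD versus WT was in Cp, on chromosome 3 from 19957054 to 20009750, with a log2 fold change of 4.89 (SE 0.26, adjusted p = 5.06e-07). Tmem178, Plxdc2 and Kcnq3 followed with 4.64, 4.62 and 4.24, beside Maob, which had at most 3 counts in every WT library and was at least 22.5-fold higher in TFD. The strongest decreases included that of Ebf1 on chromosome 11 from 44618100 to 45008096, with a log2 fold change of −6.95 (SE 0.67, adjusted p = 2.19e-05), and those of Chst3, Cecr2 and Akap12, at −6.63, −6.58 and −6.36.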

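Among the mutants, the mean distance by the 500 genes that differed most was 2.30 between DF and TF libraries (range 1.74 to 3.21), 1.92 between DF and TFD (range 1.75 to 2.22) and 1.86 between TF and TFD (range 1.41 to 2.35). Each was below the mean distances to WT, which were 3.42 for DF, 2.92 for TF and 3.09 for TFD. Within genotypes, the mean distance was 1.24 in DF, 1.80 in TF and 1.39 in WT, and the 2 TFD libraries were 1.84 apart. The distance from TFD to DF minus that from TFD to TF was 0.05, within what other splits of the 6 double-mutant libraries gave (two-sided exact permutation test over 20 splits, p = 1). Each split has a mirror image of equal size, so p could not fall below 0.1 and the test could not pass 0.05. The direction of the difference depended on single libraries. The difference was −0.06 without TF replicate 1, −0.05 without TF replicate 2, and 0.27 without TF replicate 3 (exact permutation p = 0.1, the smallest that 10 splits allow).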

The variations in gene expression between *DF*, *TF*, and *TFD* was smaller compared with the differences observed between WT versus *DF*, *TF*, and *TFD*, in which the *TF* and *TFD* groups were more similar to each other compared with the *DF* group (Supplemental Figure 3A). 521, 335, and 290 overexpressed genes and 860, 393, and 101 underexpressed genes were identified when compared between *DF* versus *TF*, *DF* versus *TFD*, and *TF* versus *TFD*, respectively.

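In the model of all 4 genotypes, 203 genes were higher and 520 lower in DF than in TF at an adjusted p under 0.05. With library totals in place of TMM factors, 106 were higher and 659 lower, so the share that was higher moved from 28.1% to 13.9%. DESeq2 called 329 genes higher and 743 lower in DF than in TF. Between DF and TFD, 0 genes were called in either direction, and 1727 had an unadjusted p under 0.05. Between TF and TFD, 1 gene was higher and 1 lower, and 1068 had an unadjusted p under 0.05. The comparisons with TFD moved with the test. DESeq2 called 258 genes between DF and TFD, of which 103 were higher in DF, and 131 between TF and TFD, of which 109 were higher in TF. The change was greatest for DF versus TFD with edgeR's likelihood ratio test, chosen after the values were seen, which called 311 genes. The gene called lower in TF than in TFD was Skint3 on chromosome 4 from 112232245 to 112300468, with 0 counts in each TF library and 273 and 295 in the TFD libraries (adjusted p = 0.000294). The gene called higher was Hist3h2bb-ps, a histone pseudogene on chromosome 11 from 58954048 to 58954512, with a log2 fold change of 1.55 (SE 0.16, adjusted p = 0.00248). Both were named after their values were seen.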

### Dysregulated expression of genes involved in HSC self-renewal and cytokines in TF, DF, and TFD HSC/Ps.

Pathway enrichment analysis revealed that the genes involved in HSC self-renewal were differentially expressed in all 3 mutant groups versus WT (*P <* 0.05). 

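The paper's lists of upregulated self-renewal genes (Supplemental Table 3) hold 11 genes for DF, 13 for TF and 11 for TFD, and were drawn from the same libraries. By edgeR's quasi-likelihood test, 11 of 11, 13 of 13 and 10 of 11 were called upregulated versus WT, with a median log2 fold change of 1.03, 1.10 and 1.16. Adjusted over the listed genes alone, 11 of 11 were called in TFD. Of the 15 genes on any of the lists, 8 were called in each genotype, Hoxa7, Hoxa9 and Hoxb4 among them, and 13 had a positive log2 fold change in each. Hoxb3 rose by a log2 fold change of 1.61 in DF (SE 0.45, adjusted p = 0.0129) and 1.52 in TF (SE 0.45, adjusted p = 0.0197), and its 1.26 in TFD was not called (SE 0.49, adjusted p = 0.0763). Cdkn2c rose by 0.52 in DF (adjusted p = 0.0227) and 0.86 in TF (adjusted p = 0.00151), and by 0.49 in TFD (adjusted p = 0.0604). Mycl was called in TF at 2.12 (adjusted p = 0.00177) and in TFD at 1.41 (adjusted p = 0.0328), and was −0.55 in DF (adjusted p = 0.352). With each library left out in turn, the value of Mycl in TFD ranged from 0.62 to 1.94. Its call there was lost in some of the fits that kept both TFD libraries (adjusted p up to 0.107). Meis1 was called in DF at 0.67 (adjusted p = 0.0215) and in TFD at 0.66 (adjusted p = 0.0456), and was 0.32 in TF (adjusted p = 0.244). TF replicates 1, 2 and 3 had 3.96, 4.18 and 3.16 log2 CPM of Meis1. With a library left out, its value in TF ranged from 0.11 to 0.56 (adjusted p from 0.0095 to 0.728). Its calls in DF and TFD were lost in some fits (adjusted p up to 0.0747 and 0.126). A model with the replicate number as a block called neither Mycl nor Meis1 in TFD. Glis2 was called in TF at 1.27 (adjusted p = 0.0328), with 0.83 in TFD (adjusted p = 0.214) and −0.19 in DF (adjusted p = 0.771). With each library left out in turn, the value of Glis2 in DF ranged from −0.54 to 0.29.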

Fifteen HSC self-renewal genes were upregulated in all 3 mutant groups, out of which 7 were common to all 3 mutant groups — including *Hoxb3*, *Cdkn2c, Myc1*, *Zfp521*, and *Meis1* (14, 15) — and *Zfp532* was upregulated in *DF* and *TF*, *TF* and *TFD*, and *DF* and *TFD* HSC/Ps, respectively, while *Glis2* (16–18) was uniquely upregulated in *TF* group (Figure 4, A–C). In contrast, 12 downregulated genes — *Gata1*, *Gata2*, *Gata3*, *Gatad2b*, *Mycbp*, *Bmi1*, *Ezh2*, *Myb*, *Stil*, *Pbx1*, *Msi2*, and *Nr3c2 —* were identified in all 3 mutant groups (Figure 4, A–C). 

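Each of the 12 genes had a negative log2 fold change in DF, in TF and in TFD versus WT, and each was called downregulated in at least 1 genotype by edgeR's quasi-likelihood test. Gata1, on the X chromosome from 7959260 to 7967910, was the 1 gene called in each, with a log2 fold change of −3.87 in DF (SE 0.48, adjusted p = 7.46e-05), −1.30 in TF (SE 0.40, adjusted p = 0.0245) and −2.05 in TFD (SE 0.48, adjusted p = 0.00734). The paper's list of downregulated self-renewal genes holds 7 genes for DF, 8 for TF and 4 for TFD, and 7, 8 and 3 of these were called. Gata3 was called in DF at −2.55 (adjusted p = 0.00267), and was −1.12 in TF (adjusted p = 0.0794) and −1.55 in TFD (adjusted p = 0.0521). Myb had the smallest change of these genes in DF, a log2 fold change of −0.02 (SE 0.13, adjusted p = 0.901).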

Figure 4D shows log count per million (CPM) value plots for selective HSC genes related to self-renewal and lineage commitment, including *Hoxa9* (19–21), *Hoxb3*, *Hoxa7*, *Etv6* (22–24), and *Gata2* (25). 

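The log2 CPM of Hoxa9, on chromosome 6 from 52223097 to 52227370, was 1.29 ± 0.42 in WT, 2.34 ± 0.31 in DF and 2.45 ± 0.10 in TF (SD, n = 3 libraries each), and 2.39 ± 0.19 in TFD (SD, n = 2). Hoxb3, on chromosome 11 from 96323126 to 96347930, had −0.76 ± 0.70 in WT, 0.89 ± 0.50 in DF, 0.81 ± 0.32 in TF and 0.50 ± 0.53 in TFD. Hoxa7, on chromosome 6 from 52215624 to 52218573, had −1.29 ± 0.76 in WT, 0.44 ± 0.16 in DF, 0.99 ± 0.16 in TF and 0.92 ± 0.28 in TFD. Etv6, on chromosome 6 from 134035700 to 134270147, had 6.97 ± 0.15 in WT, 7.49 ± 0.03 in DF, 7.41 ± 0.07 in TF and 7.60 ± 0.08 in TFD. Against WT, the log2 fold change of Etv6 was 0.51, 0.43 and 0.62 (SE 0.10, 0.10 and 0.11) in DF, TF and TFD, with adjusted p = 0.00144, 0.00461 and 0.00126 from edgeR's quasi-likelihood test. That of Hoxa9 was 1.03, 1.10 and 1.04 (adjusted p = 0.00676, 0.00494 and 0.0139), and that of Hoxa7 was 1.57, 2.13 and 2.05 (adjusted p = 0.00973, 0.00153 and 0.00375).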

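Between DF and TF, the log2 fold changes of Hoxa9, Hoxb3, Hoxa7 and Etv6 were −0.08, 0.09, −0.55 and 0.08, with adjusted p = 0.924, 0.949, 0.409 and 0.761 from edgeR's quasi-likelihood test. Between DF and TFD they were −0.01, 0.35, −0.48 and −0.10, and between TF and TFD 0.06, 0.26, 0.08 and −0.18, with an adjusted p of at least 0.589 in each. Gata2, on chromosome 6 from 88198664 to 88207032, had a log2 CPM of 3.95 ± 0.19 in WT, 3.53 ± 0.24 in DF and 2.61 ± 0.22 in TF (SD, n = 3 libraries each), and 3.40 ± 0.35 in TFD (SD, n = 2). Its log2 fold change versus WT was −1.35 in TF (SE 0.20, adjusted p = 0.000294), −0.43 in DF (SE 0.19, adjusted p = 0.0896) and −0.54 in TFD (SE 0.21, adjusted p = 0.079). Gata2 was higher in DF than in TF by a log2 fold change of 0.92 (SE 0.20, adjusted p = 0.0189).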

Other than *Gata2*, most of the genes were similarly modulated in mutant HSC/Ps (Figure 4D). In addition to self-renewal genes, we also observed a significant dysregulation in the expression of hematopoietic cytokines in all 3 mutant groups (Figure 4C). We observed 11 genes — namely, *Csf2ra*, *Cd34*, *Il3ra*, *Csf1r*, *Il6ra*, *Ifngr1*, *Il31ra*, *Ifnar2* (26–29), *Il6st*, *Flt3*, and *Il6* — to be consistently upregulated in all 3 mutant groups (Figure 4B, Supplemental Figure 3B, and Supplemental Table 3). 

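Of the 21 cytokine and receptor genes that the paper's upregulated lists hold for any mutant genotype, 21 had a positive log2 fold change in each genotype versus WT and 12 were called in each by edgeR's quasi-likelihood test. These were Cd34, Csf1r, Csf2ra, Flt3, Ifnar2, Ifngr1, Il10ra, Il31ra, Il3ra, Il6ra, Il6st and Itga1. Il6st, on chromosome 13 from 112464070 to 112506860, encodes the signal-transducing subunit of the IL-6 receptor and rose by a log2 fold change of 1.76 in DF (SE 0.11, adjusted p = 1.79e-06), 2.03 in TF (SE 0.11, adjusted p = 2.76e-07) and 2.05 in TFD (SE 0.12, adjusted p = 6.36e-07). Il31ra rose by 1.44, 2.26 and 2.09 (adjusted p = 0.000394, 1.85e-05 and 7.13e-05). Il6 itself was lower than in WT, and Supplemental Table 4 lists it as downregulated in TF and in TFD. Its log2 CPM was 1.52 ± 0.46 in WT, 0.89 ± 0.47 in DF and 0.32 ± 0.51 in TF (SD, n = 3 libraries each), and 0.21 ± 0.48 in TFD (SD, n = 2). The log2 fold change of Il6 was −0.67 in DF (adjusted p = 0.17), −1.22 in TF (adjusted p = 0.0268) and −1.32 in TFD (adjusted p = 0.0404). The calls in TF and TFD were lost in some settings (adjusted p up to 0.12 and 0.139).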

While 22 genes, including *Cd38*, *Cd55*, *Dntt*, *Ms4a1*, *Gfra2*, *Il7r*, and *Cxcr2*, were all downregulated in all the 3 mutant groups, the expression of *E2-Eb1*, *Il12rb2*, *Ifnar1*, *Cd4*, *Cd7*, and *IL7r* was uniquely upregulated in *TF* and *TFD* mutants compared with *DF* mutant (Figure 4C, Supplemental Figure 4A, and Supplemental Table 3). 

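The paper's lists of downregulated cytokines, receptors and surface markers hold 33 genes for DF, 29 for TF and 28 for TFD. By edgeR's quasi-likelihood test, 33, 27 and 27 of these were called. Of the 40 genes on any of the lists, 34 had a negative log2 fold change in each genotype and 21 were called in each. Cd55 fell by a similar amount in each genotype, with log2 fold changes of −2.29, −2.38 and −2.37 in DF, TF and TFD. Il7r fell by more, with −4.86 in DF (SE 0.51, adjusted p = 2.65e-05), −2.65 in TF (SE 0.43, adjusted p = 0.000634) and −3.49 in TFD (SE 0.53, adjusted p = 0.000537). Cxcr2 was called in TF at −1.18 (adjusted p = 0.0013) and in TFD at −0.96 (adjusted p = 0.0112), and was −0.44 in DF (adjusted p = 0.117), for which Supplemental Table 4 does not list it. In DF versus TF, H2-Eb1, Il12rb2, Cd4, Cd7 and Il7r were lower in DF, with log2 fold changes of −1.89, −1.33, −1.95, −2.87 and −2.22 and adjusted p = 0.0341, 0.01, 0.0278, 0.00822 and 0.0278. Ifnar1 was not called, at −0.25 (adjusted p = 0.285). In DF versus TFD, the same 6 genes had negative log2 fold changes and none was called, with adjusted p between 0.133 for Il12rb2 and 0.765 for Ifnar1. DESeq2 called Il12rb2 in DF versus TFD (adjusted p = 0.0171).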

*Csf2rb* was found to be uniquely downregulated in *TF* compared with *DF* and *TFD*. 

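Csf2rb, on chromosome 15 from 78325990 to 78351001, encodes the shared β subunit of the receptors for IL-3, IL-5 and GM-CSF. Its log2 CPM was 7.62 ± 0.26 in WT, 8.30 ± 0.11 in DF and 7.77 ± 0.10 in TF (SD, n = 3 libraries each), and 8.00 ± 0.04 in TFD (SD, n = 2). By edgeR's quasi-likelihood test, Csf2rb was lower in TF than in DF, since DF exceeded TF by a log2 fold change of 0.53 (SE 0.12, adjusted p = 0.0292). Between TF and TFD the log2 fold change was −0.23 (SE 0.14, adjusted p = 0.703), which was not called. Against WT, Csf2rb rose by 0.67 in DF (adjusted p = 0.00145), 0.14 in TF (adjusted p = 0.431) and 0.36 in TFD (adjusted p = 0.0763).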

Collectively, these data suggest that, with the exception of some genes, the changes in the expression of genes were similar in all 3 mutant groups.

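Across the 12175 genes, the log2 fold changes versus WT of DF and TF had a Pearson correlation of 0.83, those of DF and TFD 0.88, and those of TF and TFD 0.91. These correlations are over genes, which are not independent replicates, and each genotype was compared with the same 3 WT libraries. Computed against WT libraries that were not shared, the correlations were 0.75, 0.81 and 0.82. Of the 5899 genes called in at least 1 mutant genotype, 21 were called in opposite directions in different genotypes.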

### Dysregulated inflammatory response, metabolism, and inflammatory cytokines in HSC/Ps bearing TF, DF, and TFD mutations.

We further conducted pathway enrichment analysis of the dysregulated genes, focusing on the canonical pathways in MsigDB v6.0 between *DF*, *TF*, and *TFD* HSC/Ps versus *WT*; *TFD* versus *DF* and *TF* HSC/Ps; and *DF* versus *TF* HSC/Ps, using hypergeometric test (30). A complete list of the significantly differentially expressed pathways between these groups is provided in the Supplemental Table 5. We observed a strong overlap among the dysregulated genes between *DF*, *TF*, and *TFD* versus WT (Supplemental Table 3), suggesting that the combination of these mutations likely utilizes common oncogenic mechanisms to induce transformation. 

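The calls of edgeR's quasi-likelihood test overlapped in 2308 genes that changed in the same direction in each mutant genotype versus WT, 1346 upregulated and 962 downregulated. These were 72% of the genes called in TFD versus WT. Calls in a single genotype numbered 1147 in DF, 750 in TF and 208 in TFD. DF and TF shared 3088 genes, DF and TFD 2639, and TF and TFD 2665. The overlap ranged from 1715 to 2568 genes when each library of WT, DF or TF was left out in turn, and a change of at least 2-fold, required as well, moved it most, to 820. From the overlap among the dysregulated genes, the paper proposes that these combinations of mutations use common oncogenic mechanisms to induce transformation.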

Given that *Tet2* and *Dnmt3a* are both epigenetic regulators, we speculate that the increased instability in epigenetic regulation combined with the presence of *Flt3^ITD/WT^* mutation likely facilitates the selection of a common set of dysregulated genes, which might contribute to leukemia development. To this end, we first identified pathways that were commonly up- or downregulated in *DF*, *TF*, and *TFD* gene sets versus WT (Figure 4, E and F; Supplemental Figure 4, B and C; and Supplemental Table 5). 

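For some of the pathways that the paper's Supplemental Table 5 gives as upregulated in TFD versus WT, picked after the data were seen, the listed genes were followed in the other genotypes with edgeR's quasi-likelihood test. The listed genes were chosen against the same WT libraries, which favours calls in DF and TF as well as in TFD, and no background set of genes was run. Of 38 genes listed for cytokine-cytokine receptor interaction, 28 were called upregulated in DF, 34 in TF and 36 in TFD, with a median log2 fold change of 0.95, 1.24 and 1.21. Of 39 genes listed for the innate immune system, 36, 35 and 38 were called (median 0.68, 0.64 and 0.67). The 18 genes listed for MHC class II antigen presentation gave 15, 15 and 16 calls, and the 8 genes listed for inflammasomes gave 8, 7 and 8. All 11 genes listed for glycosphingolipid metabolism were called in each genotype, and the 14 listed for sphingolipid metabolism gave 13, 12 and 14 calls. The 6 genes listed for lipoprotein metabolism gave 4, 4 and 6. Of the 21 genes listed for glycosaminoglycan metabolism, 17, 18 and 20 were called (median 0.62, 0.86 and 0.84), and of the 10 listed for chondroitin sulfate and dermatan sulfate metabolism, 7, 8 and 9.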

Four clusters of functional pathways were consistently upregulated in *TFD* versus WT: (a) genes involved in the inflammatory response (inflammatory cytokines, receptors, inflammasomes, and signaling by ILs), (b) genes involved in the innate immune response (TLRs, innate immune cell types, AML marker genes, and MHC class II antigen presentation), (c) genes associated with lipid metabolism (phospholipid, sphingolipid, lipoprotein, glycosphingolipid, and cholesterol metabolism), and (d) genes involved in the glycosaminoglycan metabolism pathway (hyaluronic acids, chondroitin sulfate, and other glycosaminoglycan metabolism). All 4 of these pathways are highly relevant to inflammatory responses. In contrast, the adaptive immune system (T and B cell receptor signaling pathways and ILs expressed by these cells), G-protein couple receptor (GPCR) signaling, and glycerophospholipid biosynthesis pathways were consistently downregulated in *DF*, *TF*, and *TFD* versus WT (Supplemental Table 5). 

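Genes that Supplemental Table 5 lists in TFD versus WT for the downregulated pathways were followed in the same way. Of 24 genes listed for T cell receptor signaling, edgeR's quasi-likelihood test called 22 downregulated in DF, 18 in TF and 22 in TFD, with a median log2 fold change of −1.40, −0.80 and −1.38, and 17 were called in each genotype. Of 22 genes listed for B cell receptor signaling, 20, 19 and 21 were called (median −1.81, −0.90 and −1.31). The 48 genes listed for GPCR downstream signaling gave 36, 38 and 45 calls (median −1.35, −1.06 and −1.27). The 19 genes listed for glycerophospholipid biosynthesis gave 16, 18 and 19 calls (median −0.75, −1.10 and −0.96).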

We identified multiple groups of cytokines and cytokine receptors, which are involved in regulating immune and inflammatory responses. There was a consistent change in their expression in *DF*, *TF*, and *TFD* HSC/Ps versus WT. 

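Supplemental Figure 4A shows 25 upregulated and 19 downregulated cytokine and receptor genes. All 44 had the same direction of change versus WT in DF, TF and TFD. By edgeR's quasi-likelihood test, the upregulated genes were called in 25, 25 and 24 cases, the exception being Ccl3 in TFD with a log2 fold change of 0.76 (SE 0.28, adjusted p = 0.0609). The downregulated genes were called in 19, 18 and 19 cases, the exception being Il1b in TF with −0.91 (SE 0.34, adjusted p = 0.0518). The genes were chosen by the paper from these libraries, so the adjustment over the list alone, which called all of them, shows no stability.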

The upregulated and downregulated cytokines and receptors, which are more relevant for regulating the immune responses of the more differentiated myeloid and lymphoid cell lineages, are presented in Supplemental Figure 4A and Supplemental Table 4.

We further analyzed the pathways specifically dysregulated in *TFD* versus *DF* or *TF*, and *DF* versus *TF* mutant HSC/Ps. 

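Taken one library at a time, TFD replicate 1 lay at a distance of 1.49 from TF replicate 1 and 1.41 from TF replicate 2, closer than to the DF libraries, from which it lay 1.75, 1.77 and 1.83. Its distance to TF replicate 3 was 2.35. TFD replicate 2 lay 1.78, 1.91 and 2.24 from TF replicates 1, 2 and 3, and 1.91, 2.03 and 2.22 from DF replicates. TF replicate 3 had a mean distance of 2.12 to the other TF libraries, against 1.62 for TF replicate 1 and 1.65 for TF replicate 2. With all genes in place of the 500 that differed most, the distance from TFD to DF exceeded that to TF by 0.02 (two-sided exact permutation test over 20 splits, p = 0.7). These splits allow no p under 0.1.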

Our unsupervised clustering analysis showed that cases of leukemia driven by *TF* and *TFD* are more alike compared with leukemia driven by *DF* mutants. Observing the less distinct differential expression among the *TFD*, *DF*, and *TF* groups, we applied the single-sample GSEA (ssGSEA) analysis to assess the biological characteristics specific to *TFD* mutant compared with the *DF* and *TF* groups by using sample-wise pathway enrichments. We observed a set of functionally dependent inflammatory pathways that were upregulated in *TFD* versus *DF* and *TF*, including (a) intrinsic pathways, complement cascade, platelet aggregation, and coagulation pathways; (b) CXCR chemokine receptor binding and activity pathways; and (c) cell adhesion mediated by integrin and gap junction pathways. These observations suggest a more dysregulated inflammatory response of the early0phase wounding healing. It is conceivable that the formation of a chronic inflammatory condition of chronically activated complement pathway may affect the regular maturation and activation of adaptive immune response. 

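Sample-wise scores were computed as the mean log2(CPM + 1) of the expressed genes of a set, with sets compiled from gene symbols. The 2 TFD libraries were compared with the 6 DF and TF libraries over 23 sets. Such a comparison has 28 splits, so an exact permutation p cannot fall below 0.0357, and no set passed Benjamini-Hochberg adjustment. The score of 10 genes of the intrinsic coagulation pathway was 3.59 and 3.02 in TFD and between 2.80 and 3.07 in DF and TF (difference 0.35, two-sided exact permutation test, p = 0.107, adjusted p = 0.274). With a loess fit on gene length the difference was 0.38 (exact permutation p = 0.0357). A score of 15 platelet genes was 3.70 and 2.58 in TFD and between 2.39 and 2.79 in DF and TF (difference 0.56, exact permutation p = 0.143). In both sets the larger score came from TFD replicate 1. Gp1ba, which belongs to both, had a log2 fold change of 1.76 in TFD versus the mean of DF and TF (SE 0.43, adjusted p = 0.34 from edgeR's quasi-likelihood test). The score of 16 complement genes differed by 0.06 (exact permutation p = 0.857) and that of 7 CXC chemokine genes by 0.07 (exact permutation p = 0.929), which with a pseudocount of 0.1 in place of 1 became −1.6e-05. Sets for cell adhesion and gap junctions were not analysed here.

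**Figure D2:**
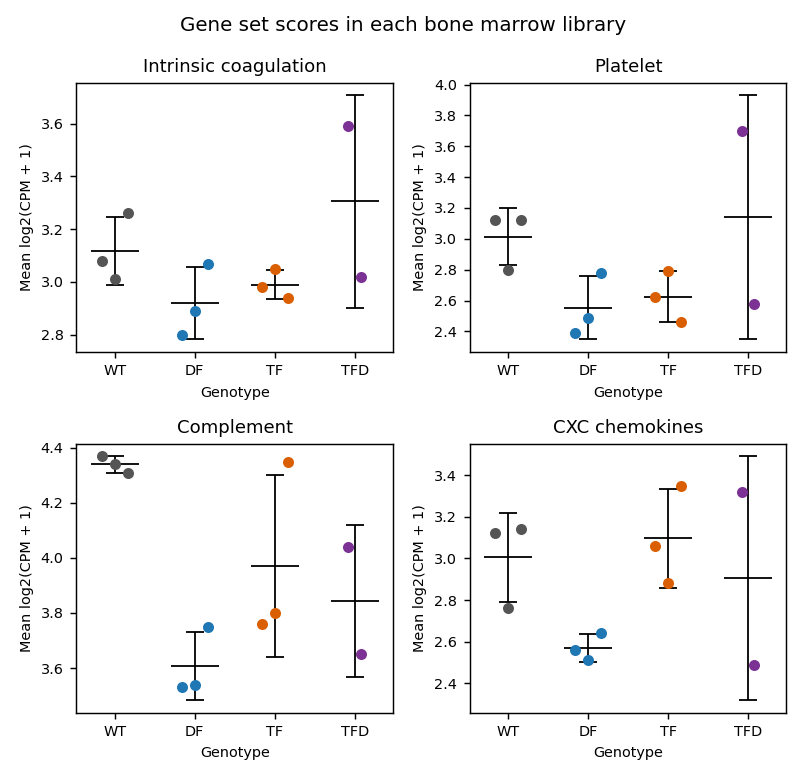
Gene set scores, as the mean log2(CPM + 1) of the genes of a set (y axis), in each WT, DF, TF and TFD library (x axis) for intrinsic coagulation, platelet, complement and CXC chemokine genes. Points are libraries, the horizontal line is the mean and the bars are the SD. The TFD libraries lie apart from each other, at 3.70 and 2.58 for platelet genes and at 3.32 and 2.49 for CXC chemokine genes.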

We observed a significant downregulation of IFN-γ–mediated response and slight downregulation of the *Ifng* and *Tnf* genes in *TFD* versus *DF* and *TF* mice. 

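The score of 31 genes induced by IFN-γ was 5.25 and 5.29 in TFD and ranged from 4.69 to 6.14 in DF and TF. The difference of −0.06 was smaller than this range (two-sided exact permutation test over 28 splits, p = 0.893, adjusted p = 0.929), and with single-sample GSEA scores it was 0.01 (exact permutation p = 0.893). The log2 CPM of Ifng was −0.41 ± 0.05 in TFD (SD, n = 2 libraries), −0.17 ± 0.38 in DF and 0.56 ± 0.72 in TF (SD, n = 3 each), against 1.74 ± 0.33 in WT. That of Tnf was 4.78 ± 0.60 in TFD, 5.47 ± 0.18 in DF and 4.97 ± 0.17 in TF, against 4.97 ± 0.17 in WT. In TFD versus the mean of DF and TF, the log2 fold change was −0.67 for Ifng (SE 0.43, adjusted p = 0.721) and −0.38 for Tnf (SE 0.19, adjusted p = 0.65) by edgeR's quasi-likelihood test, and neither was called. With each library left out in turn, the value of Ifng ranged from −0.83 to −0.52 and that of Tnf from −0.87 to 0.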

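A score of the CD8+ T cell genes Cd8a, Cd8b1, Gzmb and Prf1 was lower in both TFD libraries, with 0.88 in TFD replicate 2, than in the 6 DF and TF libraries, which ranged from 1.68 to 2.05. The difference was −0.62 (two-sided exact permutation test, p = 0.0357, the smallest that 28 splits allow, adjusted p = 0.235). WT libraries scored between 2.33 and 2.41. Cd8a, on chromosome 6 from 71373427 to 71379171, had a log2 CPM of 0.74 ± 1.04 in TFD (SD, n = 2 libraries), 2.10 ± 0.58 in DF and 2.14 ± 0.29 in TF (SD, n = 3 each). Cd8a had a log2 fold change of −1.20 in TFD versus the mean of DF and TF (SE 0.39, adjusted p = 0.403 by edgeR's quasi-likelihood test). For Gzmb it was −0.36 (SE 0.35, adjusted p = 0.829) and for Prf1 −0.54 (SE 0.37, adjusted p = 0.743). With each library left out in turn, the value of Cd8a ranged from −2.17 to −0.67 and that of Gzmb from −0.97 to 0.05. That of Prf1 ranged from −0.89 to −0.29. The largest change in the set was in Cd8b1, at −1.55 (SE 0.41, adjusted p = 0.345). Cell proportions by deconvolution were not analysed here.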

A decrease in the relative proportion of CD8^+^ T cells predicted by semisupervised deconvolution of mouse data (SSMD) and a downregulation of CD8^+^ T cell markers including *Cd8a*, *Gzmb*, and *Prf1* was also seen in *TFD* versus *DF* and *TF* mice (Figure 4G and Supplemental Figure 6). It is possible these somewhat unique perturbations in *TFD* HSC/Ps contribute to more aggressive leukemia.

Next, to gain a deeper insight into the mechanisms of transformation in *TFD* mice, we interrogated additional pathways. 

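Genes of mitochondrial complexes had lower scores in TFD than in the double mutants. For 36 genes of the NADH dehydrogenase complex (complex I), the scores were 5.28 and 5.00 in TFD and between 5.29 and 5.53 in DF and TF (difference −0.30, two-sided exact permutation test, p = 0.0357, the smallest that 28 splits allow, adjusted p = 0.235), and 35 of the 36 genes had a negative log2 fold change. With library totals in place of TMM factors the difference was −0.25 (exact permutation p = 0.0714). For 80 oxidative phosphorylation genes, the scores were 5.71 and 5.47 in TFD and between 5.71 and 5.93 in DF and TF (difference −0.26, exact permutation p = 0.0714, adjusted p = 0.235), and 74 of the 80 genes were lower. WT libraries scored between 5.56 and 5.73. Within complex I, the largest change was in Ndufb4, with a log2 fold change of −0.66 in TFD versus the mean of DF and TF (SE 0.20, adjusted p = 0.392 from edgeR's quasi-likelihood test). The counts of short genes varied by library, with a mean shift from the average library of −0.15 in log2 CPM for the shortest genes in TFD replicate 2 and of 0.02 in TFD replicate 1. After a loess fit on gene length in each library, the oxidative phosphorylation difference was −0.06, which is 23.9% of the value without it (exact permutation p = 0.107), and that of complex I was −0.09 (exact permutation p = 0.0357, adjusted p = 0.205). For 18 genes of the TCA cycle, the scores were 6.47 and 6.46 in TFD, within the range of 6.38 to 6.56 in DF and TF (difference −0.04, exact permutation p = 0.464). After the same loess fit this difference was 0.01. For 11 genes of mitochondrial calcium transport the difference was −0.12 (exact permutation p = 0.0714), and −0.06 after the loess fit (exact permutation p = 0.0357).

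**Figure D3:**
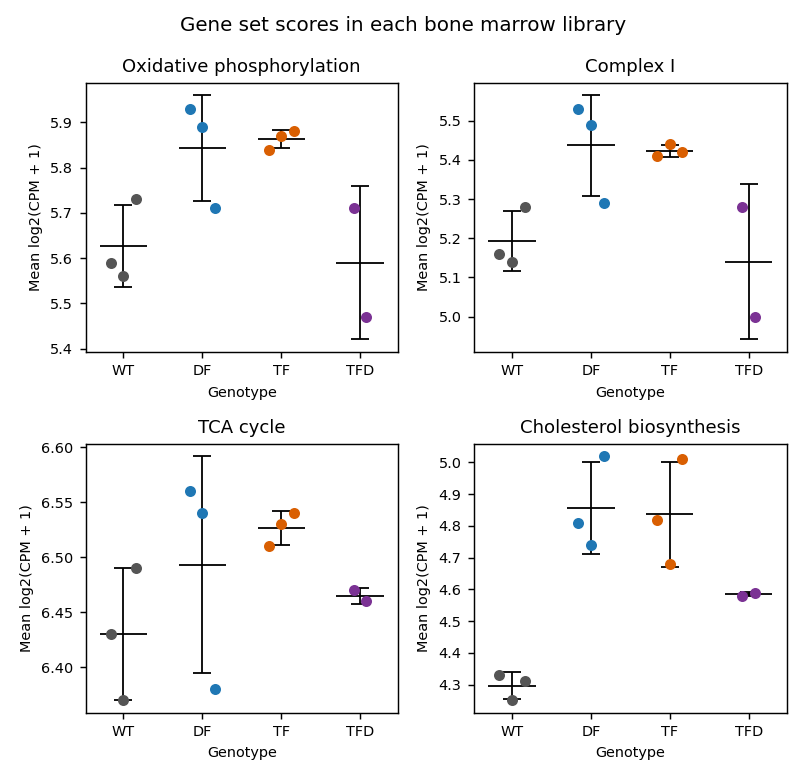
Gene set scores, as the mean log2(CPM + 1) of the genes of a set (y axis), in each WT, DF, TF and TFD library (x axis) for oxidative phosphorylation, complex I, the TCA cycle and cholesterol biosynthesis. Points are libraries, the horizontal line is the mean and the bars are the SD. The scores are without a correction for gene length. TFD replicate 2 has the lowest oxidative phosphorylation score of the 11 libraries, 5.47, and the cholesterol scores of both TFD libraries lie between those of WT and of the double mutants.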

We observed the downregulation of TCA cycle, oxidative phosphorylation, electron transport chain, NADH dehydrogenase complex, oxidative reductase, regulation of apoptosis cascade, mitochondrial calcium transporter, and other mitochondrial proteins in *TFD* versus *DF* and *TF* HSC/Ps, suggesting loss of mitochondrial functions in *TFD* versus *DF* and *TF* mice (Supplemental Figure 5). Given that the coagulation process is calcium dependent, it is possible that deprivation of calcium in an inflammatory tumor microenvironment might result in mitochondrial dysfunction observed in *TFD* mice. 

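For 21 genes of cholesterol biosynthesis, the scores were 4.58 and 4.59 in TFD, below the 6 DF and TF libraries, which ranged from 4.68 to 5.02, and above the WT libraries, which ranged from 4.25 to 4.33. The difference from DF and TF was −0.26 (two-sided exact permutation test over 28 splits, p = 0.0714, adjusted p = 0.235), with 21 of the 21 genes lower. After a loess fit on gene length it was −0.24 (exact permutation p = 0.0714). With camera, which estimates the correlation between genes, p was 0.0328. Hsd17b7 had the largest change, with a log2 fold change of −0.63 in TFD versus the mean of DF and TF (SE 0.22, adjusted p = 0.458 from edgeR's quasi-likelihood test). Other lipid and steroid sets were not analysed here.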

We also observed downregulation of lipid, steroid, and cholesterol biosynthesis in *TFD* versus *DF* and *TF* mice. The loss of mitochondrial function blocks the production of citrate, which might affect downstream acetyl-CoA and lipid biosynthesis in *TFD* mice (Supplemental Figure 5). In addition to the above-described genes and pathways, we also identified up regulation of *BCAT*-regulated genes and downregulation of AKT, NF-κB, KRAS, and EIF4E in *TFD* versus *DF* and *TF* mice. Both AKT and NF-κB are key transcriptional factors that are triggered by complement pathway in a regular wound-healing process. It is possible that the perturbation of these highly intertwined complement and coagulation pathways, including inflammation, may result in a more aggressive AML phenotype noted in *TFD* mice. Our genomic analysis revealed more common than unique sets of dysregulated pathways in HSC/Ps derived from all 3 mutant mice; this suggests a possible common oncogenic mechanism, but also group-specific functional variations that might contribute to differential manifestation of the AML phenotype.

### RNA-Seq analysis of mice bearing TF, DF, and TFD mutations show consistency with OHSU and TCGA human data of patients with AML bearing the same mutations.

Next, we compared the gene expression profiles of human AML with cooccurrence of the same *TFD* mutations described above in mice utilizing the OHSU and TCGA databases (Figure 5, A and B). Gene mutation and RNA-Seq profile of 199 AML patient samples was interrogated, among which the mutation rates of *TET2*, *DNMT3A*, and *FLT3* were 9%, 24%, and 29%, respectively (Figure 5B). Among the AML samples whose mutation profile and sequencing data were available, 3 (2.0%) had concurrent mutations in *TET2*, *DNMT3A*, and *FLT3^ITD^*, 8 (5.2%) showed concurrent mutations in *DNMT3A* and *FLT3^ITD^*, 10 (6.6%) had only *FLT3^ITD^* mutation, and 19 (12.6%) showed only *DNMT3A* mutation. We observed 278 and 109 upregulated, and 685 and 106 downregulated genes in the TCGA human AML *TFD* HSC/Ps versus the AML HSC/Ps, with no mutations in *TET2*, *FLT3*, and *DNMT3A*. Remarkably, the genes identified in the *TFD* AML HSC/Ps from the human TCGA data sets showed a significant overlap with the genes differentially expressed in the *TFD* HSC/Ps derived from the mutant mice versus in mice with no mutations in *Tet2*, *Flt3*, and *Dnmt3a* (*P =* 0.08 and 0.00016 for up- and downregulated genes, respectively); this suggests remarkable evolutionary conservation in the gene expression profile between mice and human AML bearing a combination of *TFD* mutations. Overall, our RNA-Seq data in *TFD* mice are consistent with the human OHSU and TCGA data, demonstrating that multiple epigenetic/genetic genes cooperate to manifest an aggressive form of AML (Figure 5, A and B).

### Cell type–specific gene expression changes associated with TF, DF, and TFD mutations.

Although the deconvolution analysis (31) could decipher cell type–specific gene expression signals from our HSC/P data, the detected cell type–specific variations need to be validated as truly cell type specific. Therefore, to further validate our HSC/P data, we utilized a single-cell RNA-Seq(scRNA-Seq) data set consisting of 30,712 cells from the BM of 13 human AML samples with identical genetic mutations, in order to validate the cell type–specific gene expression variations inferred from the tissue RNA-Seq data (32). Specifically, cell types were first inferred from the scRNA-Seq data and annotated with gene markers as shown in van Galen et al. (32), resulting in 15 cell types, including HSCs, GMPs, CMPs, megakaryocyte and erythroid progenitors (MEPs), and mature cells of the hematopoietic lineage. Differentially expressed genes in the same cell type among different genetic backgrounds were identified by using left truncated mixture Gaussian distribution–based (LTMG-based) test (33) and matched with the differentially expressed genes identified in our experimental HSC/Ps data. The analysis of the scRNA-Seq data focused on 2 specific goals: (a) validating the cell type–specific genes, especially the mutation associated genes, among different mutation groups or versus AML without the 3 mutations and (b) confirming the cell types that express the differentially expressed cytokines identified in the HSC/Ps cells (Figure 5C). Figure 5C shows the t-distributed stochastic neighbor embedding (tSNE) plots of the single cells and annotated cell types in the scRNA-Seq data. Cell type–specific genes were first identified from the scRNA-Seq data as the ones significantly upregulated in 1 cell type compared with others (*P <* 0.01 by LTMG-based test). A detailed list of cell type–specific data sets used for training of hematopoietic cell marker genes is provided in Methods and Supplemental Table 2. A significant number of genes was downregulated in the *DF*, *TF*, and *TFD* versus WT mice in a cell type–specific manner, including genes expressed in Pro-B cells (*P =* 0.03), T cells (*P =* 0.008), and erythroid progenitors (*P =* 0.0082). 

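In the BM libraries, scores of marker genes compiled from gene symbols were compared between the 8 mutant and 3 WT libraries with a two-sided exact permutation test over all splits. The score of 15 pro-B cell genes ranged from 5.34 to 5.48 in WT, from 0.85 to 1.33 in DF and from 1.23 to 2.79 in TF, and was 1.14 and 1.32 in TFD. The difference between mutants and WT was −4.08 (exact permutation p = 0.00606, adjusted p = 0.0199), with 8 of 8 mutant libraries below WT. Rag1 had the largest change of the set, a log2 fold change of −8.92 in TFD versus WT (SE 1.18, adjusted p = 0.000196 from edgeR's quasi-likelihood test). For 24 erythroid genes the difference was −2.12 (exact permutation p = 0.0121, adjusted p = 0.0348). WT libraries scored from 6.72 to 7.02, DF from 3.46 to 3.67, TF 4.89, 5.32 and 6.62, and TFD 5.24 and 4.78. For 17 T cell genes it was −0.92 (exact permutation p = 0.0242, adjusted p = 0.0507, and unadjusted up to 0.0667 with a library left out), with TF replicate 3 at 3.47 above the WT range of 3.12 to 3.24. With camera, p was 0.033 for pro-B cell, 0.105 for erythroid and 0.209 for T cell genes. The human single-cell data behind the paper's marker genes were not analysed here.

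**Figure D4:**
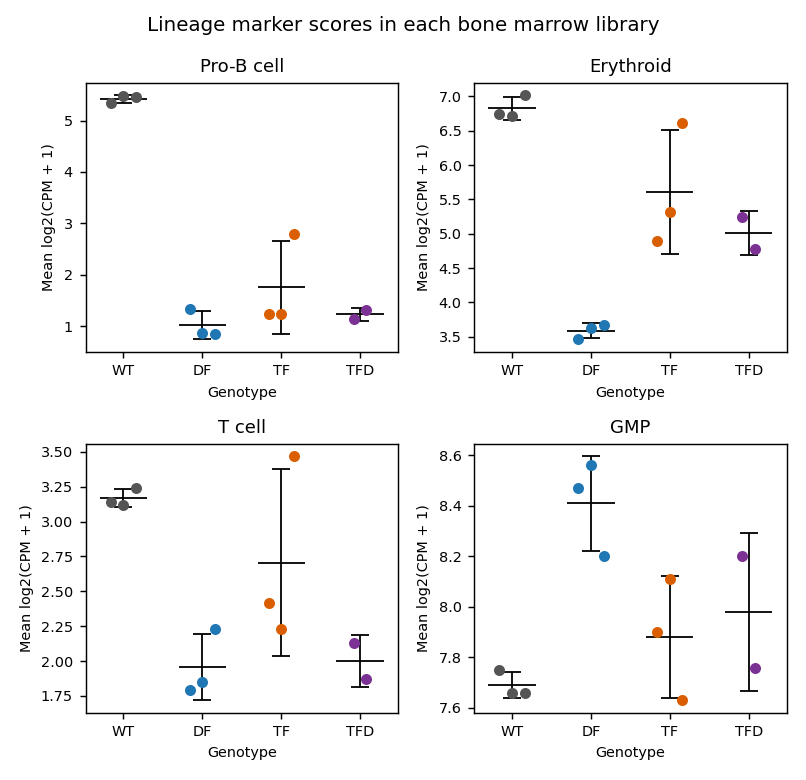
Marker gene scores, as the mean log2(CPM + 1) of the genes of a set (y axis), in each WT, DF, TF and TFD library (x axis) for pro-B cells, erythroid cells, T cells and GMPs. Points are libraries, the horizontal line is the mean and the bars are the SD. All mutant libraries lie below WT for pro-B cell and erythroid genes, and TF replicate 3 lies nearest to WT in both.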

Importantly, the reduced expression of genes for these cell types significantly correlated with the loss of these cell types observed in mutant mice, including the *TFD* mutants. Our data also show that the cytokines that are upregulated in *DF*, *TF*, and *TFD* versus WT mice are robustly expressed by HSCs, GMPs, classical DC (cDC), and promonocytes, while the downregulated cytokines are abundantly expressed by the lymphoid lineage cells (Figure 5D). In total, 163 HSC specific genes and 197 GMP-specific genes were identified from the scRNA-Seq data, which were significantly (57 of 163, *P =* 0.02; 71 of 197, *P =* 0.008) enriched for genes that show upregulation in *DF*, *TF*, and *TFD* versus WT, which further confirmed the increased GMP numbers and frequencies observed in our primary mice HSC/Ps. 

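In the BM libraries, a score of 15 granulocyte and monocyte progenitor genes, compiled from gene symbols and not the paper's list, ranged from 7.66 to 7.75 in WT, from 8.20 to 8.56 in DF and from 7.63 to 8.11 in TF, and was 8.20 and 7.76 in TFD. The difference between mutants and WT was 0.41 (two-sided exact permutation test, p = 0.0667, adjusted p = 0.128), with TF replicate 3 below the WT libraries. Within the set, 4 of the 15 genes were called in TFD versus WT by edgeR's quasi-likelihood test, Cebpa with the largest log2 fold change, 1.52 (SE 0.13, adjusted p = 1.2e-05).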

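In the mouse BM libraries, Ifnar2 rose versus WT by a log2 fold change of 0.71 in DF, 0.81 in TF and 0.69 in TFD, and Il3ra by 1.27, 1.30 and 1.13, each called by edgeR's quasi-likelihood test. Hoxb4, on chromosome 11 from 96318267 to 96321638, rose by 0.82 in DF (SE 0.26, adjusted p = 0.0232), 0.97 in TF (SE 0.26, adjusted p = 0.011) and 0.98 in TFD (SE 0.28, adjusted p = 0.0198). Il5ra fell by 1.87 in DF, 1.02 in TF (adjusted p = 0.0459) and 1.89 in TFD on the log2 scale. The human single-cell data were not analysed here.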

We found 186 genes to be upregulated in the *DF*, *TF*, and *TFD* versus WT HSC/Ps, and these genes were also upregulated in HSCs derived from AML with *DF* or *TFD* versus nonmutated *TFD* HSCs (*P <* 1 × 10^–10^ by Fisher’s exact test), including the upregulated HSC renewal–related genes *Hoxa9*, *Hoxb3*, *Hoxb4*, and *Meis*; the hematopoietic cytokines *Ifnar2*, *Il3lra*, *Il3ra*, and *Flt3;* and the downregulated genes *Il5ra* and *Cd55*. Figure 5E shows the expression of *Hoxb4* and *Meis* in the scRNA-Seq data, and Figure 5F shows their expression in the RNA-Seq data derived from mouse HSC/Ps. 

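In the mouse BM libraries, the log2 CPM of Hoxb4 was 1.19 ± 0.28 in WT, 2.02 ± 0.25 in DF and 2.16 ± 0.28 in TF (SD, n = 3 libraries each), and 2.19 ± 0.04 in TFD (SD, n = 2). Meis1, on chromosome 11 from 18880428 to 19018969, had 3.50 ± 0.13 in WT, 4.18 ± 0.04 in DF, 3.77 ± 0.53 in TF and 4.17 ± 0.02 in TFD. The spread of Meis1 within TF exceeded its difference from WT.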

We also identified *Gata2* (*P =* 0.0005) and *Dock1* (*P =* 0.04) to be consistently upregulated in *TFD* and *DF* versus *TF*, in both our mouse tissue data and the HSC single-cell data (Figure 5, E and F).

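In the mouse BM libraries, Gata2 was lower in TF than in TFD by a log2 fold change of −0.81, which was not called (SE 0.22, adjusted p = 0.269 from edgeR's quasi-likelihood test), although each TFD library, at 3.65 and 3.16, was above the TF libraries, which reached 2.82 log2 CPM. Dock1, on chromosome 7 from 134670687 to 135173647, had a log2 CPM of 5.81 ± 0.10 in WT, 6.78 ± 0.05 in DF and 6.62 ± 0.14 in TF (SD, n = 3 libraries each), and 7.07 ± 0.23 in TFD (SD, n = 2). Its log2 fold change was 0.16 in DF versus TF (SE 0.11, adjusted p = 0.508) and −0.45 in TF versus TFD (SE 0.12, adjusted p = 0.271). Against WT, Dock1 was called in each genotype, with 0.97 in DF (adjusted p = 4.93e-05), 0.81 in TF (adjusted p = 0.000216) and 1.26 in TFD (adjusted p = 2.35e-05). The paper gives its P values for TFD and DF versus TF, and DF and TFD together were not compared with TF here.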

### TFD mutant–driven AML respond to a combination of drugs that target Flt3^ITD^, inflammation, and methylation.

Given the presence of *Flt3^ITD^* and heterozygous loss of *Tet2* and *Dnmt3a* in *TFD* mutant mice and the observed dysregulated expression of inflammatory cytokines noted in these mice, we assessed the impact of using a combination of drugs that target *Flt3^ITD^*, inflammation, and dysregulated methylation in HSC/Ps. Ref-1/APE-1 is a transcription factor activation redox regulator component of the DNA damage response in tumor cells (34). In clinical trials, the APE-1 inhibitor, APX3330, is administered orally to target APE-1 (35, 36). APX3330 has potent antiinflammatory activity via repressing the redox function of transcription factors involved in regulating inflammatory cytokines, such as Stat3 and NF-κB (37). We hypothesized that targeting inflammatory mediators, in combination with the hypomethylating agent decitabine and the *Flt3^ITD^* inhibitor AC220, might reduce *TFD*-driven leukemic burden. Briefly, 12-week-old *TFD* mice were given 5 injections of poly(I:C) on alternative days. Fourteen weeks after poly(I:C), 2 million BM cells from *TFD* mice were transplanted to lethally irradiated C57BL/6 mice. Four weeks after transplant, PB counts were assessed. A cohort of mice was randomly divided into an untreated group, an AC220-treated (20mg/kg) group, an antiinflammatory compound APX3330–treated (50mg/kg) group, a DNMT methylation inhibitor decitabine–treated (1mg/kg) group, and a group in which *TFD* mice were treated with a combination of 3 drugs. After 9 days of treatment (Figure 6A), we measured PB counts and sacrificed these mice to perform detailed hematologic analysis. As seen in Figure 6B, the major loss of lymphocytes observed in *TFD* mice was significantly restored upon treating leukemic mice with a combination of above described drugs. In addition, the frequency and the ratio of monocytes to lymphocytes in the PB was also significantly corrected in *TFD* mice treated with decitabine and more so when treated with a combination of all 3 drugs.

We next assessed the impact of this treatment regimen on the frequency of LSK cells in the BM of *TFD* mice. As seen in Figure 6C, the profound increase in the LSK cell frequency observed in *TFD* mice was corrected upon treating the mice with decitabine or with the combination of all 3 drugs. Importantly, the expansion of GMPs seen in the BM of *TFD* mice was rescued in response to 3-drug combination treatment (Figure 6D). Likewise, the frequency of terminally differentiated Gr-1/CD11b–double-positive cells, as well as KIT/CD11b–double-positive myeloid blasts, was also reduced upon treating the mice with the 3-drug combination (Figure 6, E and F). The most profound impact was noted in the spleen size and weight (Figure 6G). The significant increase in spleen size noted in *TFD* mice was completely rescued in decitabine and the 3-drug combination–treated *TFD* mice. The frequency of Gr-1/CD11b–double-positive cells, as well as KIT/CD11b–double-positive myeloid blasts in the spleen, was also rescued in decitabine and combination treatment groups (Figure 6, G–I). Interestingly, the combined drug treatment uniquely impacted Gr-1/CD11b–double-positive cells in BM and CD11b^+^ cells in PB (Supplemental Figure 5A), and it increased the frequency of CD3^+^ lymphoid cells in BM (Supplemental Figure 5B). These observations were consistent with the rescue of PB counts seen in Figure 6B. Taken together, *TFD*-driven aggressive AML responds to a combination therapy that targets the mutated receptor tyrosine kinase, epigenetic changes due to *Tet2* and *Dnmt3a* mutations, and inflammation caused by the presence of genetic and epigenetic mutations.

### Patient-derived multimutational AML cells respond to combinational drug treatment in a patient-derived xenograft (PDX) model.

We wanted to validate the combinatorial drug regimen in PDX model. We utilized a BM sample derived from a patient with multimutational AML bearing *FLT3^ITD^* (*ins46*), *DNMT3A-R882H*, *NPM1-W288FS12*, and *CHEK2* mutations and transplanted these cells into sublethally irradiated NSGS mice. These cells were expanded twice in NSGS mice. Two weeks after tertiary transplantation, human cell engraftment in PB was assessed by staining PB cells with human CD45 antibody. These mice were randomly divided into vehicle-treated and drug-treated groups. The drug-treated group received a combination of FLT3 inhibitor AC220 (20 mg/kg, orally), antiinflammatory compound APX 3330 (50 mg/kg, orally), and DNMT methylation inhibitor decitabine (1 mg/kg, i.p.) as showed in the experimental design presented in Figure 7A. As shown in Figure 7B, a combination drug treatment significantly inhibited the PB engraftment of human AML CD45^+^ cells over an 18-day period (red versus blue line). Representative flow profiles in Figure 7C show the consistent reduction in the engraftment of human CD45^+^ cells in the PB of combined drug–treated mice compared with the untreated group. After 18 days of drug treatment, we sacrificed the mice to assess the impact of drug treatment on the BM of AML-bearing mice. As seen in Figure 7D and consistent with our observations in the PB of drug-treated mice, the engraftment of drug-treated mice in the BM was significantly reduced compared with the vehicle-treated group. Likewise, we observed a reduction in splenomegaly in mice treated with the 3-drug combination (Figure 7E).

We next assessed the effect of 3-drug treatment on leukemic stem and progenitor cells in the BM and spleen. Consistent with the decrease in the frequency of human CD45^+^ cells, a 3.35-fold decrease in the frequency of leukemic stem cells (Lin^–^CD38^–^CD34^+^) was also observed in the spleen of drug-treated mice compared with controls (Figure 7, F and G). Likewise, the frequency of Lin^–^CD38^+^CD34^+^–double-positive cells was also reduced compared with controls (Figure 7H). The frequency of myeloid progenitors (GMP) was also reduced in drug-treated mice compared with controls (Figure 7I). Representative flow profiles of control and drug-treated mice are presented in Figure 7J. Next, we assessed the impact of combined drug treatment on human mature myeloid (human CD45^+^CD33^+^CD14^+^) cells in the BM, spleen, and PB. Combined drug treatment showed a significant reduction in the frequency of mature myeloid cells in these tissues compared with controls (Supplemental Figure 7). Overall, these data demonstrate that both mouse and human AML cells respond efficiently to repress the growth of leukemic cells in response to the 3-drug combination treatment. We acknowledge the fact that the human AML sample used in our study doesn’t precisely carry all the 3 mutations described in the mouse model. We were unable to secure a human AML sample carrying the exact TFD mutations.

## Discussion

Whole exome sequencing and next-generation sequencing in patients demonstrate cooccurrence of *FLT3*^ITD^, *TET2*, and *DNMT3A* mutations in patients with lymphoid and myeloid malignancies; however, it is unclear how these mutations cooperate and contribute to transformation and poor overall survival. Although homozygous double-mutant AML genetic mouse models of *Tet2^–/–^ Flt3^ITD/ITD^* (1, 5) and *Dnmt3a^fl/fl^ Cre Flt3^ITD/ITD^* (2) have been shown to promote leukemogenesis, heterozygosity of these mutations and their role in driving leukemogenesis in a head-to-head manner has never been examined, to our knowledge. It is critical to examine the role of heterozygous mutations in driving AML, as most patients possess heterozygous mutations of *TET2*, *DNMT3A*, and *FLT3^ITD^*. Recently, triple-mutants of *NPM1–FLT3-ITD–IDH1/2* (38), *WT1–FLT3-ITD–NUP98-NSD1* (39) fusion, and *DNMT3A–NPM1–FLT3-ITD* (40) have been reported in patients with AML with poor overall survival. In the present study, we have generated mice expressing heterozygous *Flt3*^ITD^ driven by its endogenous promoter and concomitant for either heterozygous loss of *Tet2* or *Dnmt3a* or both *Tet2* and *Dnmt3a* to assess the biological consequences of coexistence of these mutations. We show that the effect of combination of 2 or 3 mutations on a hematopoietic phenotype in HSC/Ps is qualitatively similar; however, the effect is significantly greater in *TFD* mice, followed by *DF* and then *TF* mice. The disease manifestation in the primary transgenic mutant mice, as well as after transplantation of mutant cells, is very similar between *TF*, *DF*, and *TDF* mutants; however, the severity and latency of the disease is significantly greater in the setting of triple heterozygosity, suggesting a cooperative effect of these 3 mutations in driving AML.

We applied RNA-Seq data to dissect the molecular mechanisms of cooperation between mutations in a signaling molecule and epigenetic modifiers by conducting a head-to-head comparison between the double-heterozygous mutants *TF* and *DF* and a triple-heterozygous mutant *TFD*. Pathway enrichment analysis revealed that the HSC self-renewal genes, including *Hoxa9*, *Hoxa3*, *Hoxa7*, *Etv6*, and *Gata2*, were differentially expressed in all 3 mutant groups, suggesting that these genes may function as convergent nodes for cooperative transformation, which requires the combination of these mutations. Our data on upregulation of *Hoxa9*, *Hoxb3*, and downregulation of *Gata2* are consistent with earlier studies shown in homozygous *Tet2^–/–^/Flt3^ITD^* and *Dnmt3a^–/–^/Flt3^ITD^* double-mutant mouse models (1, 2). Our pathway analysis revealed a common set of dysregulated pathways in double- and triple-heterozygous mutants, suggesting possible common oncogenic mechanisms utilized by *Tet2* and *Dnmt3a*, in combination with *Flt3^ITD^*.

Furthermore, our pathway enrichment analysis revealed that the upregulated HSC self-renewal genes are common between *TF* and *DF* double mutants, and some are common between double and triple mutants. Among the HSC self-renewal genes that are common between the double and triple mutants, *Myc1*, *Zfp521*, *Meis1*, and *Zfp532* have been found to be functional not only in HSC self-renewal and differentiation, but also in leukemia progression and maintenance. These may contribute to *TFD* aggressiveness compared with *DF* and *TF*. Zinc finger protein genes *Zfp521* was upregulated in both *TF* and *TFD*, but not in *DF*. 

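Zfp521, on chromosome 18 from 13687014 to 13972733, had a log2 CPM of 1.62 ± 0.04 in WT, 2.24 ± 0.32 in DF and 2.41 ± 0.10 in TF (SD, n = 3 libraries each), and 2.64 ± 0.25 in TFD (SD, n = 2). By edgeR's quasi-likelihood test, its log2 fold change versus WT was 0.80 in TF (SE 0.23, adjusted p = 0.0159), 1.03 in TFD (SE 0.24, adjusted p = 0.00757) and 0.64 in DF (SE 0.23, adjusted p = 0.042). The DF value was not called with DESeq2 (adjusted p = 0.0966) or with library totals in place of TMM factors (adjusted p = 0.0724). Between DF and TF, the log2 fold change of Zfp521 was −0.16 (SE 0.21, adjusted p = 0.779).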

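Zfp532, on chromosome 18 from 65580230 to 65689436, had a log2 CPM of −1.24 ± 0.24 in WT, 0.26 ± 0.37 in DF and −0.47 ± 0.82 in TF (SD, n = 3 libraries each), and 0.80 ± 0.03 in TFD (SD, n = 2). By edgeR's quasi-likelihood test, its log2 fold change versus WT was 1.52 in DF (SE 0.47, adjusted p = 0.0216), a call that DESeq2 did not make, 2.04 in TFD (SE 0.48, adjusted p = 0.0076) and 0.91 in TF (SE 0.49, adjusted p = 0.173). The TF libraries differed among themselves, at −0.27, 0.22 and −1.37 log2 CPM. The direct comparison of DF with TF gave 0.62 (SE 0.41, adjusted p = 0.481) and that of TF with TFD −1.13 (SE 0.43, adjusted p = 0.49), so a difference of TF from the other genotypes was not detected.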

Likewise, *Zfp532* was found to be upregulated both in *DF* and *TFD* but not in *TF* mutants, suggesting that differential upregulation of zinc finger protein genes in *TF-* and *DF*-driven leukemias. Quantitatively, either one of the zinc finger protein genes was upregulated in *TF* and *DF*, while both *Zfp521* and *Zfp532* were uniquely upregulated in *TFD* HSC/Ps, possibly contributing to aggressiveness of *TFD*-driven leukemia.

We identified multiple groups of cytokines that are involved in immune and inflammatory response. Our RNA-Seq data on cytokines identified in experimental mouse data sets are consistent with scRNA-Seq data on cell type–specific expression of cytokines identified in patients with AML with triple-heterozygous mutations. Cytokine and receptor expression seen in our mouse data set, including *Il6st*, *Ccr2*, *Csf1r*, *Ifngr1*, *Ltbr*, *Il3ra*, *Relt*, *Tnfsf13*, *Ifnar2*, *Csf2ra*, *Tnfrsf13b*, *Il6ra*, *Tnfsf8*, *Flt3*, and *Tgfb*, correlated with the expression seen in scRNA human AML scRNA-Seq data. These data suggest that triple-mutation genes cooperate to manifest an aggressive form of AML by expressing a similar set of cytokines in murine and human *TFD*–driven leukemia. Patients with AML manifest increased coagulation compared with healthy individuals (41). In the current study, our ssGSEA analysis revealed greater coagulation activity, as well as elevated intrinsic pathway and CXCR chemokine binding in *TFD* compared with *DF* and *TF* mutant HSC/Ps, suggesting that a dysregulated inflammatory response might contribute to hypercoagulation and aggressiveness in *TFD* mutants.

## Methods

### Experimental mice.

Mice were housed in pathogen-free conditions at the Indiana University Laboratory Animal Research Center. *Flt3^ITD/WT^* (42) mice were crossed with *Tet2^–/–^* (43) mice to generate double mutants of *Tet2^+/–^ Flt3^ITD/WT^* (*TF*) mice. *Flt3^ITD/WT^* mice were crossed with *Dnmt3a*^+/fl^ MxCre (44) mice to generate double mutants of *Flt3^ITD/WT^ Dnmt3a^+/–^ Cre* positive mice (*DF*). To generate triple-heterozygous compound mutants of *Tet2^+/–^ Flt3^ITD/WT^ Dnmt3a^+/–^* (*TFD*), double mutants of *Tet2^+/–^ Flt3^ITD/WT^* were crossed with *Dnmt3a*^+/fl^ MxCre mice. WT (C57BL/6) mice were procured from the In Vitro Core facility at Indiana University. All the experimental animals, including WT mice, were treated with poly(I:C) at 8–10 weeks of age and analyzed for hematopoietic phenotype after 8–9 weeks of poly(I:C) injection.

### Preparation of single-cell suspension and flow cytometry analysis.

Immunophenotyping was performed as described previously (45). A single-cell suspension of BM and spleen was prepared. Briefly, BM was flushed with IMDM (Invitrogen), RBCs in the BM were lysed using the ammonium chloride RBC lysis buffer, and cells were resuspended in PBS containing 0.2% bovine serum albumin (MilliporeSigma) and 10% rat serum (MilliporeSigma). An equal number of cells was used for staining with flow antibodies. Spleens were crushed between the microscopic slides, and single-cell suspension were filtered through a 50 μm nylon filter followed by RBC lysis similar to BM. Multiparameter analysis of stained single cells was subjected to flow cytometric analysis using 5-laser LSRII with diva software (BD biosciences), and the data were analyzed using FlowJo software. A complete list of flow antibodies and reagents is provided in Supplemental Table 1.

### BM transplantation.

All the experimental animals including WT mice were treated with poly(I:C) at 8–10 weeks of age and transplanted after 8–9 weeks of poly(I:C) injection. Two million whole BM cells from WT, single heterozygous for *Tet2^+/–^*, *Flt3^ITD/WT^*, and *Dnmt3a^+/–^*; double heterozygous for *Tet2^+/–^ Dnmt3a^+/–^* (*TD*), *Tet2^+/–^ Flt3^ITD/WT^*(*TF*), and *Dnmt3a^+/–^ Flt3^ITD/WT^* (*DF*)*;* and triple heterozygous for *Tet2^+/–^ Flt3^ITD/WT^ Dnmt3a^+/–^* (*TFD*) were injected into lethally irradiated C57BL/6 mice through tail vein injection and monitored for disease progression. When moribund, mice were analyzed for hematopoietic characterization.

### RNA isolation.

RNA was extracted from whole BM cells harvested from bones of WT, *TF*, *DF*, and *TDF* mice washed twice with PBS. RNA was collected using Trizol reagent (15596026, Ambion); they were then treated with DNase using DNase supplied in TURBO DNA-free Kit (AM1907, Ambion). The obtained RNA was repurified using RNeasy kit (74106, Qiagen) and sequenced at the Center for Medical Genomics, Indiana University School of Medicine, as described earlier (46).

### RNA-Seq processing and analysis.

The sequencing data were next assessed using FastQC (Babraham Bioinfomatics) and then mapped to the mouse genome (UCSC mm10) using STAR RNA-Seq aligner (47) with the parameter: “—out SAM mapq UNIQUE 60”. Uniquely mapped sequencing reads were assigned to mm10 refGene genes using featureCounts (48). Genes with read CPM > 0.5 in more than 3 of the samples were kept. The data were further normalized using reads per kilobase million (RPKM). Differential gene expression analysis was conducted by using the DESeq2 method with an FDR less than 0.05 as the significant cutoff (49). Pathway enrichment analyses was conducted by hypergeometric tests against mouse gene ontology (GO) and selected hematopoietic system–related gene sets, with *P* value less than 0.01 as the significant cutoff (30). Mice raw data were approved by NCBI GEO database with accession no. GSE182859.

### Identification and characterization of hematopoietic system– and AML-related gene sets.

We collected hematopoietic cell–specific expressed genes and functional marker genes from 3 different sources, including (a) direct utilization of mouse GO, (b) gene sets collected from literature, and (c) marker genes trained from independent bulk cell data. Specifically, for the marker genes, we trained 2,877 genes of 14 cell types including hematopoietic stem cells, common lymphoid progenitors, granulocyte-macrophage progenitors, megakaryocyte lineage-committed progenitors, erythroid cells, megakaryocyte-erythrocyte progenitors, multipotent progenitors, early myeloid progenitors, mature myeloid cells, precolony forming unit erythroid cells, premegakaryocytic/erythroid progenitors, B cells, and CD4^+^ and CD8^+^ T cells from 2 microarray bulk cell data sets — GSE14833 and GSE27787 — collected from the GEO database (Supplemental Table 2).

### Pathway enrichment analysis.

This analysis was conducted by using a hypergeometric test against the collected hematopoietic pathways and canonical pathways collected from MsigDB v6.0 (31)

### Hematopoietic deconvolution analysis.

We applied our in-house–developed mouse data deconvolution method, namely SSMD. Detailed computational approaches used for the deconvolution analysis are as described in Lu et al. (31). Pearson correlation was used to evaluate the association between flow cytometry–identified and gene expression–predicted cell proportions, which support the change of hematopoietic cell lineages with different mutation combinations.

### Public scRNA-Seq data analysis.

To validate our findings in an AML mouse model with human AML, we retrieved high-quality scRNA-Seq data, GSE116256, from the GEO database. The data set contains scRNA-Seq profiles of BM collected from 35 patients with AML. We excluded AML samples that harbored other mutations commonly seen in AML and selected 1 sample bearing a combination of *DNMT3A*, *FLT3*, and *TET2* mutation (AML210A), 3 samples bearing *DNMT3A* and *FLT3* mutations (AML419A, AML997, and AML328), 2 samples bearing *DNMT3A* mutations (AML210A and AML475), 1 sample bearing *DNMT3A* and *TET2* mutations (AML556), 1 sample bearing *FLT3* mutation (AML329), and 4 samples lacking mutations in *DNMT3A*, *FLT3*, or *TET2* (AML1012, AML916, AML371, and AML870) to validate the results identified using RNA-Seq data from our mouse mutants. Differential expression analysis was conducted by using a left truncated mixture Gaussian model, with *P <* 0.01 as the significance cutoff

### Statistics.

Each data point represents a value from an individual mouse in their respective groups. Data are shown as mean ± SEM. Statistical analysis was performed using GraphPad version7 by 1-way ANOVA with uncorrected Fisher’s test.

### Study approval.

All studies were approved by Indiana University Laboratory Animal Resource Center. All animals were maintained in pathogen-free facility at Indiana University School of Medicine, Indianapolis. All animal procedures were conducted in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were approved by the IACUC at Indiana University School of Medicine. Written informed consent was given by patients for collecting samples. Ethical approval for collecting patient samples was approved (protocol no. 1011003088) by Indiana University.

## Author contributions

BR and RK conceptualized the study, designed the experiment, analyzed the data, and wrote the manuscript. RSM initiated and conceptualized the study, designed the experiments, and analyzed the data. PLR, SKP, and JZ assisted with experiments and provided scientific inputs. MRK provided the APX3330 reagent. SP and CZ conceptualized the study. CZ performed RNA-Seq analysis and wrote the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 5

## Figures and Tables

**Figure 1:**
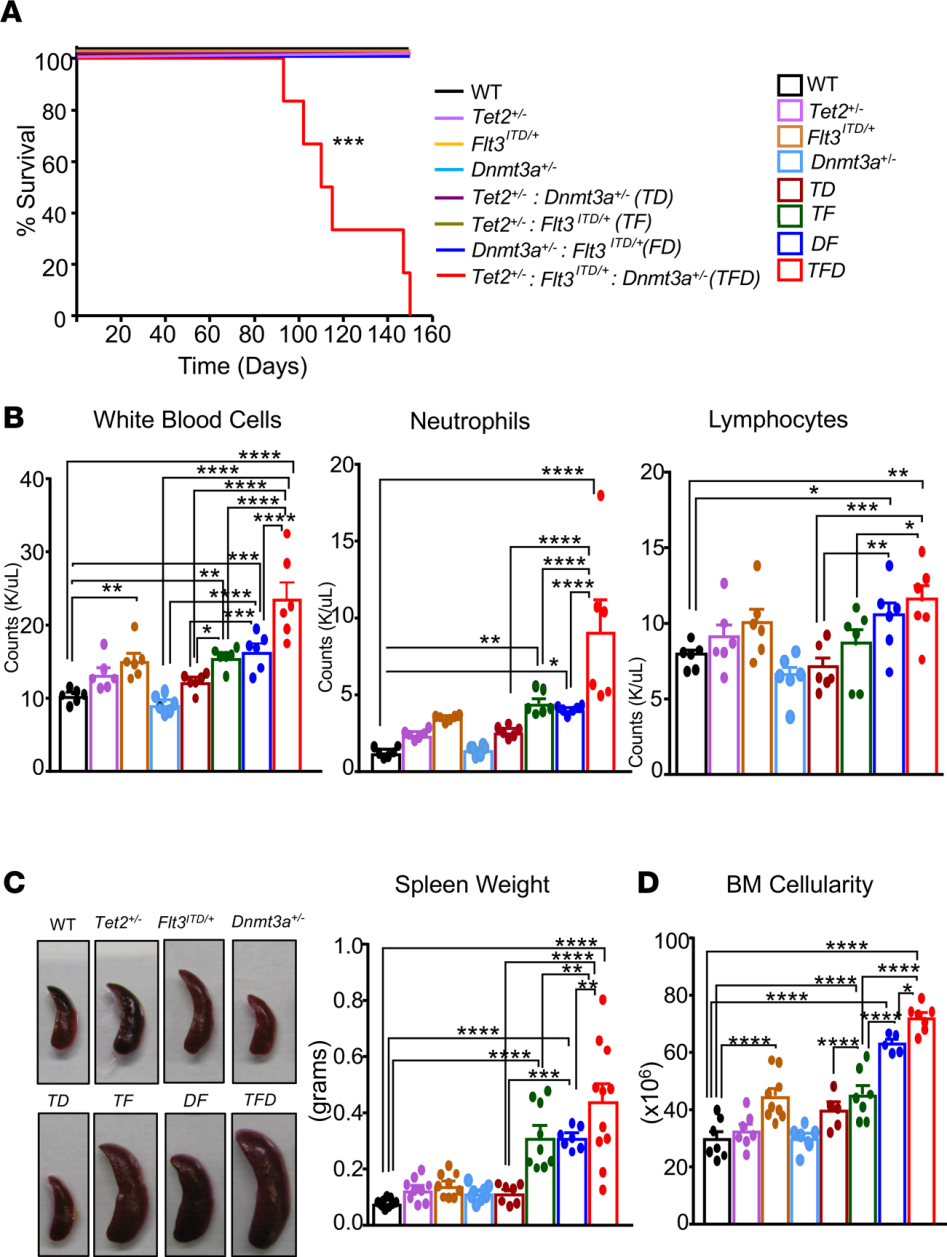
Combined heterozygous loss of *Tet2* and *Dnmt3a* and expression of *Flt3*^ITD/WT^ causes aggressive lethal myeloid leukemia in mice. (**A**) WT, *Tet2^+/–^*, *Flt3*^ITD/WT^, *Dnmt3a^+/–^*, *Tet2^+/–^* *Flt3*^ITD/WT^, *Dnmt3a^+/–^* *Flt3*^ITD/WT^, *Tet2^+/–^ Dnmt3a^+/–^*, and *Tet2^+/–^ Dnmt3a^+/–^ Flt3*^ITD/WT^ mice were treated with poly (I:C) and monitored for acute myeloid leukemia progression and survival. Shown is Kaplan Meir survival curve (*n =* 5–6 mice in each group). (**B**) PB counts (K/μL): WBCs, neutrophils, and lymphocytes after 2 months of poly(I:C) treatment. (**C**) Representative spleen pictures from indicated genotypes and consolidated spleen weights from 2 independent experiments. (**D**) Consolidated BM cellularity from 2 independent experiments. Each data point represents a value from an individual mouse. Data are shown as mean ± SEM. Statistical analysis was performed using GraphPad version 7 using 1-way ANOVA with uncorrected Fisher’s test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 2:**
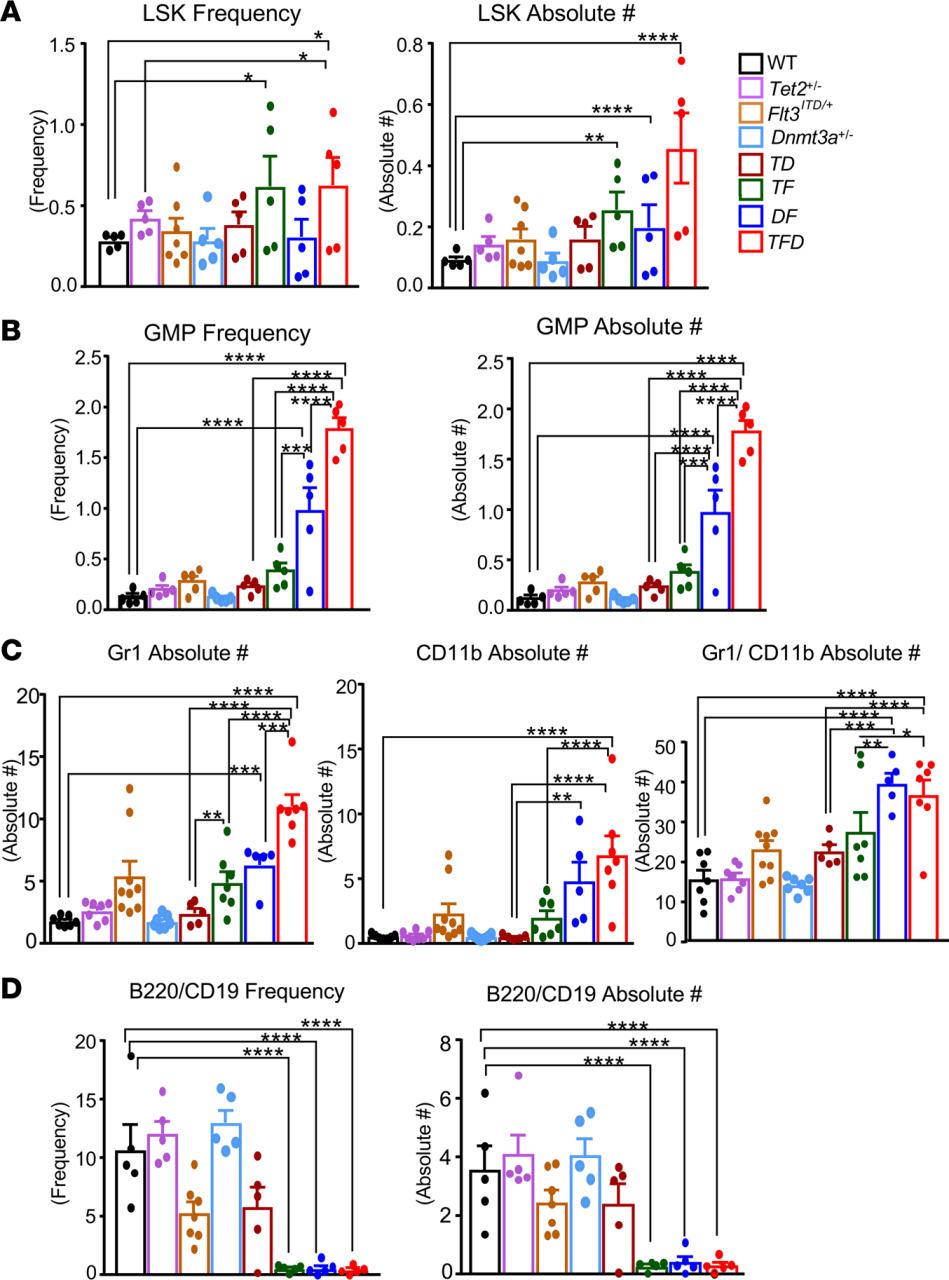
Analysis of immature and mature cells in the BM of *Tet2^+/–^ Dnmt3a^+/–^ Flt3*^ITD/WT^ mice. (**A**) WT, *Tet2^+/–^*, *Flt3*^ITD/WT^, *Dnmt3a^+/–^*, *Tet2^+/–^ Dnmt3a^+/–^*, *Tet2^+/–^* *Flt3*^ITD/WT^, *Dnmt3a^+/–^* *Flt3*^ITD/WT^, and *Tet2^+/–^ Dnmt3a^+/–^ Flt3*^ITD/WT^ mice were treated with poly (I:C) as described in Figure 1. Immunophenotyping of immature and mature cells was performed using various cell surface markers followed by flow cytometry. (**A**) Frequency and absolute number of Lin-Sca1^+^KIT^+^ cells in the BM. Consolidated data are from 2 independent experiments. (**B**) Frequency and absolute number of GMP cells in the BM. Consolidated data are from 2 independent experiments. (**C**) Absolute number of Gr-1^+^ cells, CD11b^+^ cells, and Gr-1/CD11b–double-positive myeloid cells in the BM of indicated genotypes. (**D**) Frequency and absolute number of B220/CD19–double-positive lymphoid cells in the BM of indicated genotype. Consolidated data are from 3 independent experiments. Each data point represents a value from an individual mouse. Data are shown as mean ± SEM. Statistical analysis was performed using GraphPad version 7 using 1-way ANOVA with uncorrected Fisher’s test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 3:**
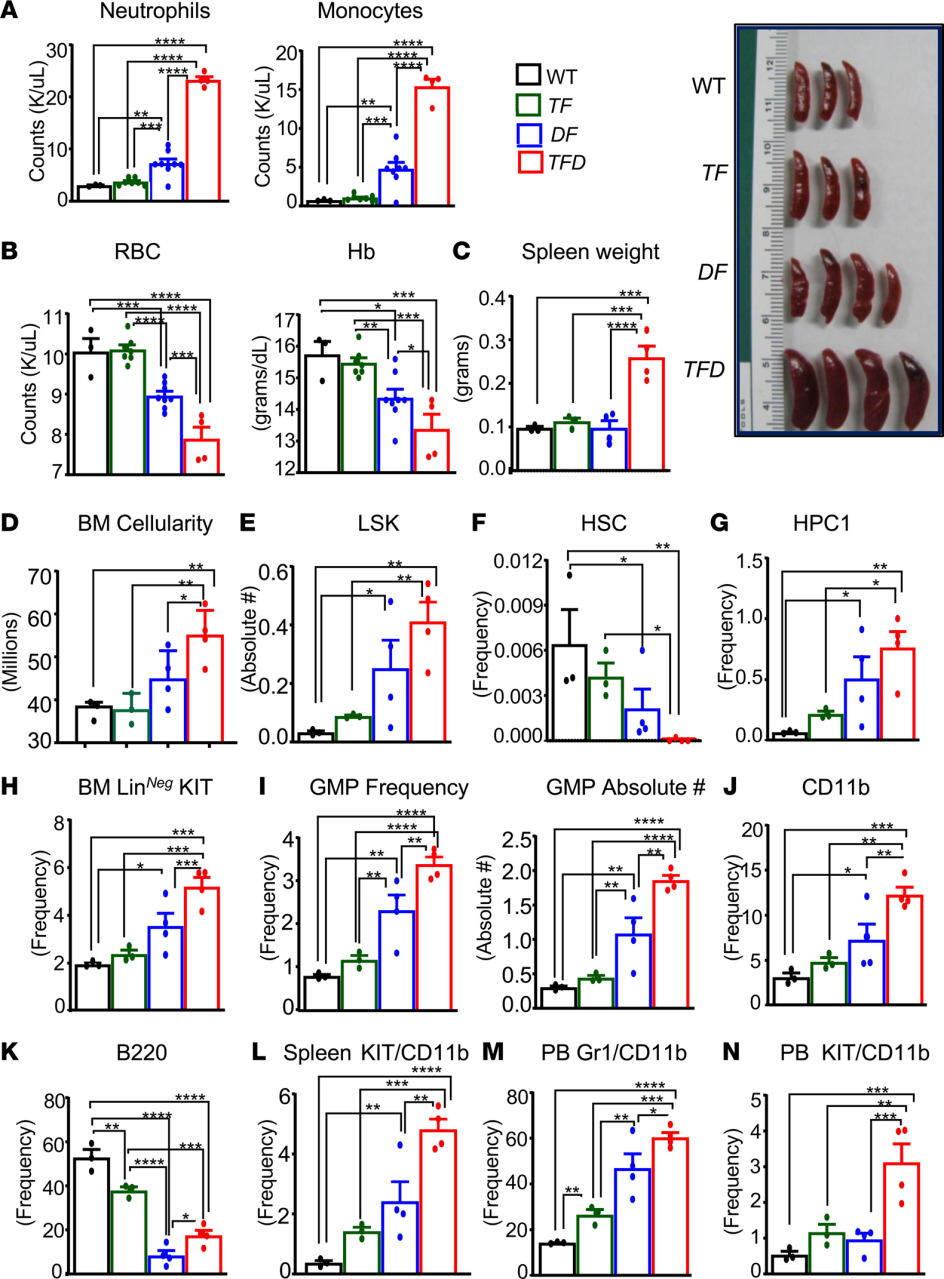
Combined heterozygous loss of *Tet2* and *Dnmt3a* and expression of *Flt3*^ITD/WT^ causes transplantable myeloid leukemia in mice. BM cells (2 × 10^6^ cells) from WT, *Tet2^+/–^* *Flt3*^ITD/WT^, *Dnmt3a^+/–^* *Flt3*^ITD/WT^, and *Tet2^+/–^ Dnmt3a^+/–^* *Flt3*^ITD/WT^ mice were transplanted into lethally irradiated C57BL/6 mice through tail vein and monitored for disease progression. (**A**–**D**) Mice were analyzed when moribund around 7 weeks after transplants for PB neutrophils and monocytes counts (**A**), PB RBC and; Hb (**B**), quantification data on spleen weights and representative spleen pictures from indicated genotypes (**C**), and BM cellularity of indicated genotype recipients (**D**). (**E**) Absolute number of LSK cells in BM. (**F**) Frequency of HSC (CD48^–^CD150^+^ LSK). (**G**) Frequency of HPC1 (CD48^+^CD150^–^ LSK) in the BM of indicated genotype recipients. (**H**) Frequency of lin*^–^*KIT*^+^* myeloid progenitors from BM of the indicated genotype recipients. (**I**) Frequency and absolute number of GMP population in the BM of indicated genotype recipients. (**J**) Frequency of CD11b^+^ myeloid cells in BM. (**K**) Frequency of B220^+^ lymphoid cells in the BM of indicated genotypes. (**L**) Frequency of KIT/CD11b–double-positive cells in spleen. (**M**) Frequency of Gr-1/CD11b–double-positive myeloid cells in PB. (**N**) Frequency of KIT/CD11b–double-positive myeloid blast cells in PB. Each data point represents a value from an individual mouse. Data are shown as mean ± SEM. Statistical analysis was performed using GraphPad version 7 using 1-way ANOVA with uncorrected Fisher’s test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
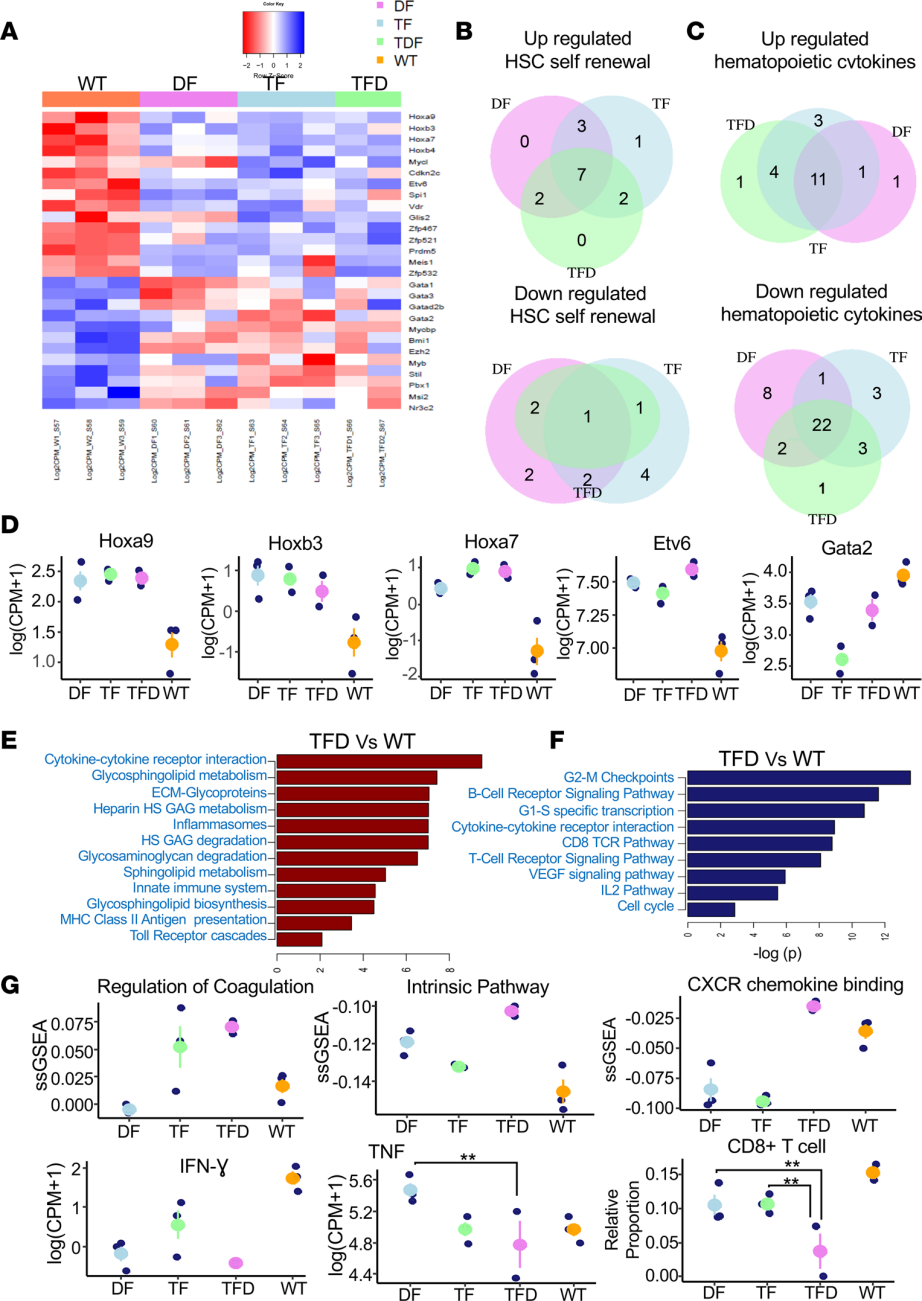
Dysregulated gene expression of HSC self-renewal and hematopoietic cytokines in *TF*, *DF*, and *TFD* leukemia. (**A**) Heatmap showing gene expression profile of dysregulated HSC self-renewal genes in mutants versus WT. (**B**) Venn diagram showing the number of overlap of differentially expressed HSC self-renewal genes between *TF*, *DF*, and *TFD* groups. (**C**) Venn diagram showing the number of overlap of dysregulated hematopoietic cytokines between *TF*, *DF*, and *TFD* mutant groups. (**D**) Plots showing the gene expression of selected HSC self-renewal related genes. In each plot, WT, *DF*, *TF*, and *TFD* are labeled by orange, violet, blue, and green, respectively. (**E**) Pathway enrichment analysis of upregulated genes. (**F**) Pathway enrichment analysis of downregulated genes. (**G**) Differentially expressed genes, cell proportions, and pathways in *TFD* versus *DF* and *TF*. The *y* axes are ssGSEA enrichment score for pathways, log_(CPM+1)_ for gene expression, and relative proportion for cell type.

**Figure 5:**
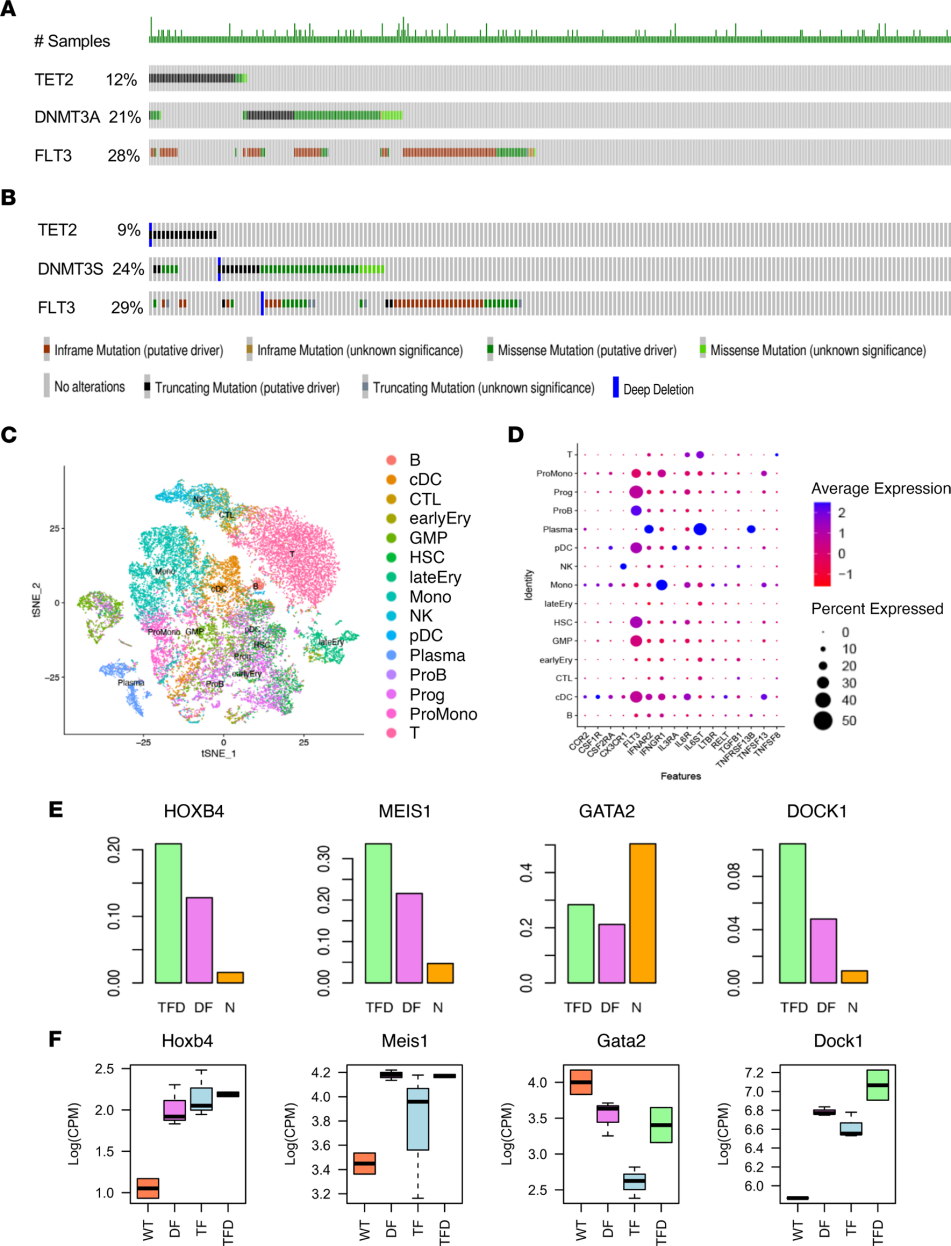
RNA-Seq data associated with *TF*, *DF*, and *TFD* were consistent with scRNA-Seq data. (**A** and **B**) OHSU and TCGA data reveal a high frequency of concurrent mutations in *DNMT3A*, *FLT3*, and *TET2* genes in patients with AML. (**C**) scRNA-Seq data from the BM of 13 human AML samples with matched genetic information to validate the cell type–specific gene expression variations inferred from the RNA-Seq data. (**D**) Cell type–specific gene expression of hematopoietic lineages. (**E**) Gene expression in scRNA-Seq data from human AML. (**F**) Gene expression from mouse RNA-Seq data.

**Figure 6:**
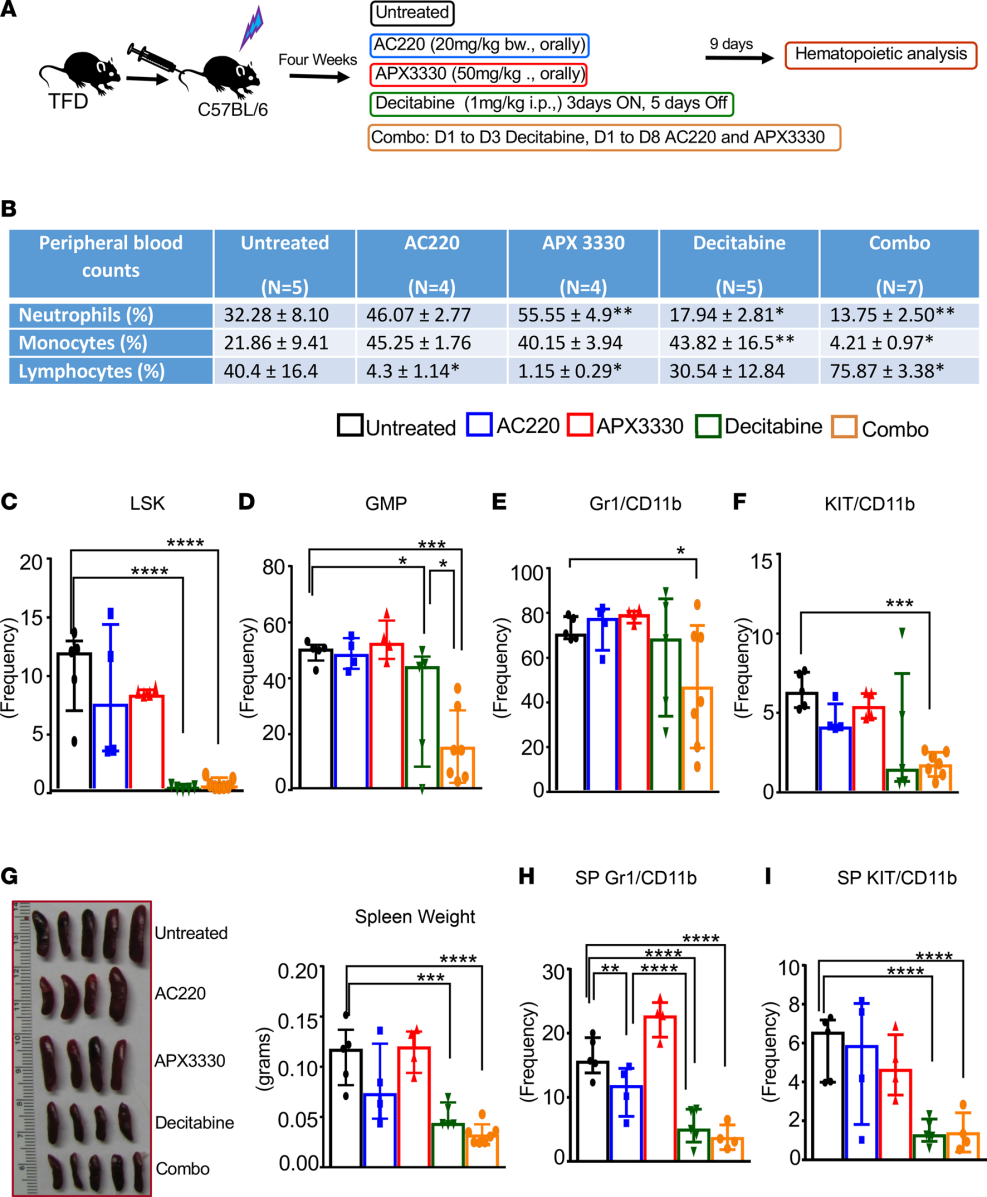
*TFD*-driven AML responds to a combination of FLT3 inhibitor, APE-1 inhibitor, and decitabine. (**A**) Schematic of the experimental design. (**B**) Table showing the effect of single and combined drug treatment on PB counts. (**C**) Frequency of LSK cells in *TFD* recipient mice treated with various drug combinations. (**D**) Frequency of GMP population. (**E**) Frequency of Gr-1/CD11b–double-positive myeloid population in BM. (**F**) Frequency of KIT/CD11b–double-positive myeloid blasts in the BM. (**G**) Representative spleen pictures and quantification data on spleen weights. (**H**) Frequency of spleen Gr-1/CD11b–double-positive cells. (**I**) Frequency of KIT/CD11b–double-positive myeloid blasts in spleen. Each data point represents a value from an individual mouse. Error bars indicate the interquartile range. Statistical analysis was performed using GraphPad version 7 using 1-way ANOVA with uncorrected Fisher’s test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 7:**
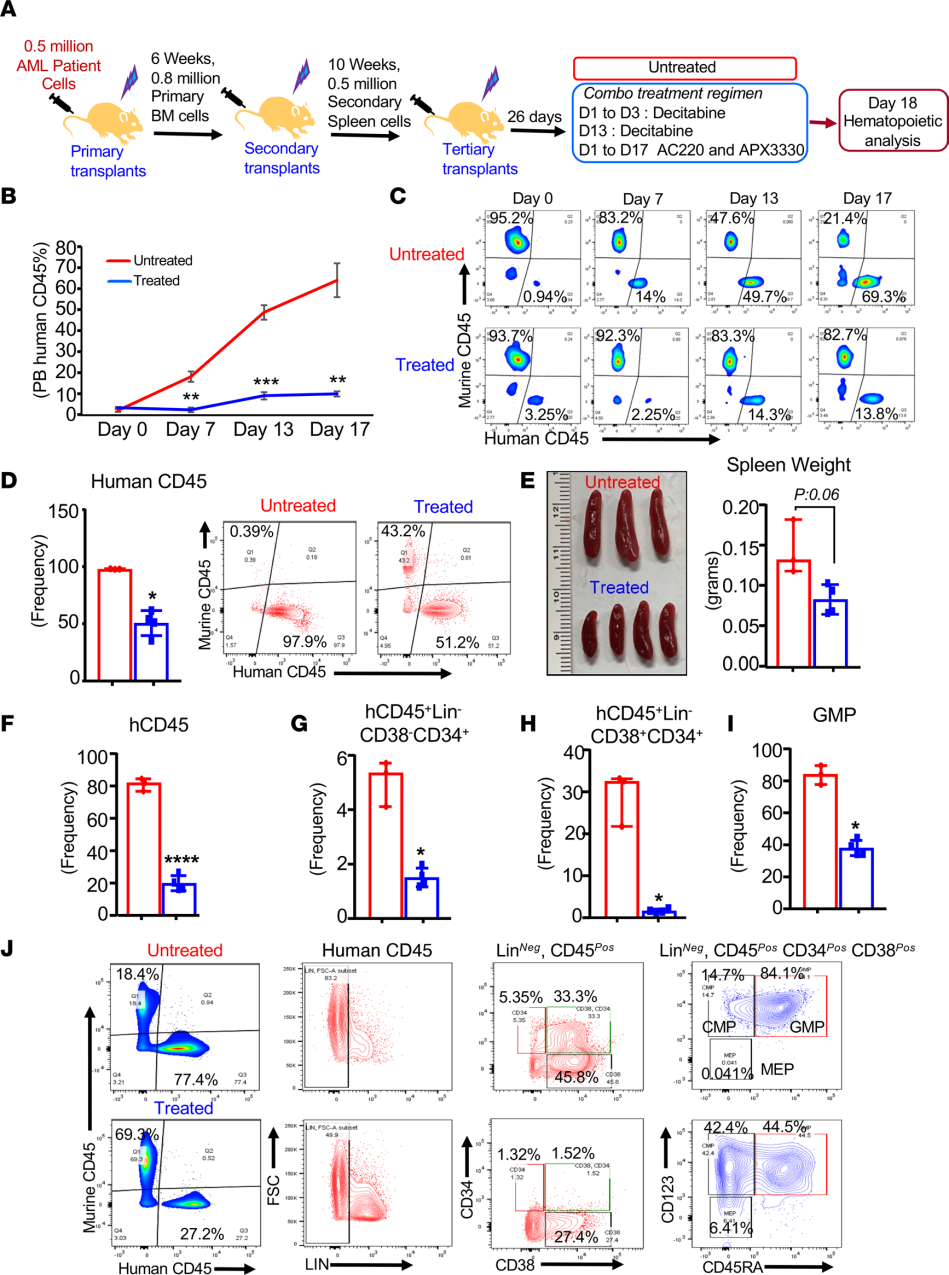
Multimutational AML PDX responds to combinational drug treatment. (**A**) Schematic of experimental design. (**B**) PB human CD45 engraftment was monitored at indicated time points. (**C**) Representative flow profiles of human CD45^+^ cells on indicated days after drug treatment. After 17 days of treatment, all these mice were sacrificed to perform detailed hematopoietic analysis. (**D**) Quantification data of the frequency of human CD45^+^ cells in the BM and representative flow profiles. (**E**) Representative spleen pictures and quantification data of spleen weights. (**F**) Frequency of human CD45^+^ cells in the spleen. (**G**) Frequency of human CD45^+^Lin^–^CD38^–^CD34^+^ leukemic stem cells in the spleen. (**H**) Frequency of human CD45^+^Lin^–^ CD34^+^ CD38^+^–double-positive cells in the spleen. (**I**) Frequency of GMPs (human CD45^+^Lin^–^CD34^+^ CD38^+^CD45RA^+^CD123^+^) population in the spleen. (**J**) Representative flow profiles of human CD45^+^ leukemic stem cells and progenitors from the spleen of control and treated groups. Error bars indicate the interquartile range.

# Supplementary material for: Combined heterozygosity of FLT3ITD, TET2, and DNMT3A results in aggressive leukemia
**Source:** JCI Insight. 2022 Sep 8;7(17):e162016. doi: 10.1172/jci.insight.162016
**Supplement:** Supplemental data

## Supplementary Material

### **Combined heterozygosity of *FLT3*<sup>ITD</sup>, *TET2* and *DNMT3A* results in aggressive leukemia**

Baskar Ramdas<sup>1\*</sup>, Palam Lakshmi Reddy<sup>1</sup>, Raghuveer Singh Mali<sup>1</sup>, Santhosh Kumar Pasupuleti<sup>1</sup>, Ji Zhang<sup>1</sup>, Mark R. Kelley<sup>1</sup>, Sophie Paczesny<sup>2\*</sup>, Chi Zhang<sup>3\*</sup> and Reuben Kapur<sup>1,3,4,5\*</sup>

# Supplementary Figure 1

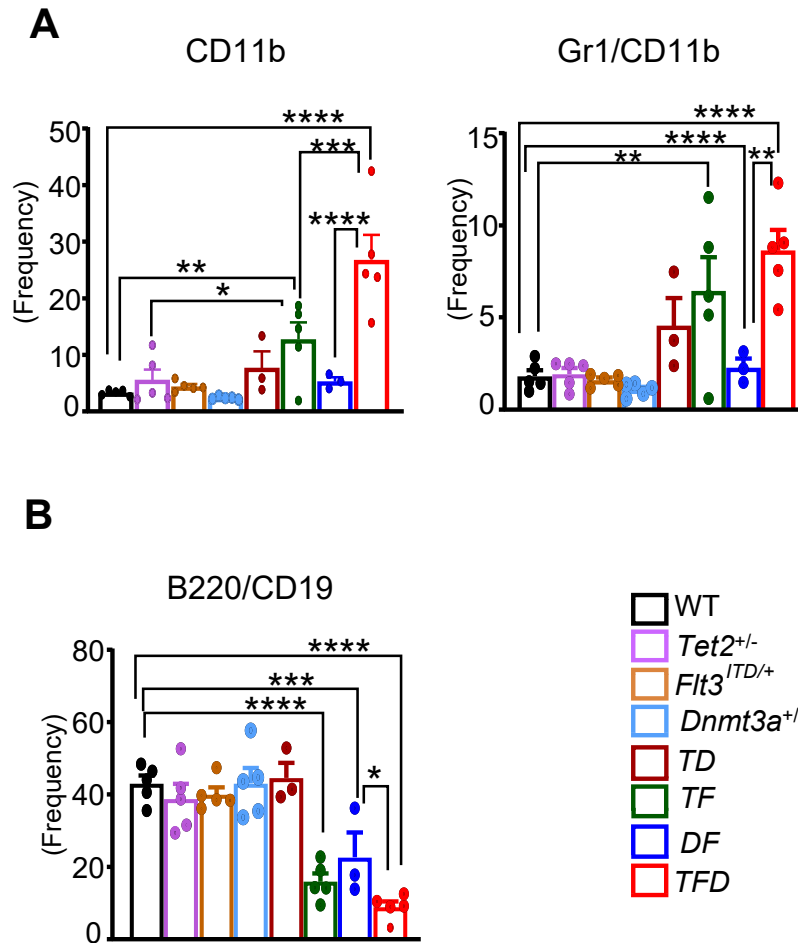

**Supplementary Figure 1. Accumulation of immature myeloid cells in the spleen of *TFD* mice.** WT, *Tet2*<sup>+/-</sup>, *Flt3*<sup>ITD/WT</sup>, *Dnmt3a*<sup>+/-</sup>, TD, TF, DF and TFD mice were treated with poly (I:C) as described in methods and after 2 months poly (I:C) treatment harvested spleen and Immunophenotyping of myeloid and B cells was performed using various cell surface markers by flow cytometry. **(A)** Frequency of CD11b and Gr1/CD11b cells. **(B)** Frequency of B220/CD19 cells. Each data point represents value from individual mice. Error bars indicate the standard error of mean. Statistical analysis was performed using graph pad version 7 using Anova one way with uncorrected Fisher's test. \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001.

## Supplementary Figure 2

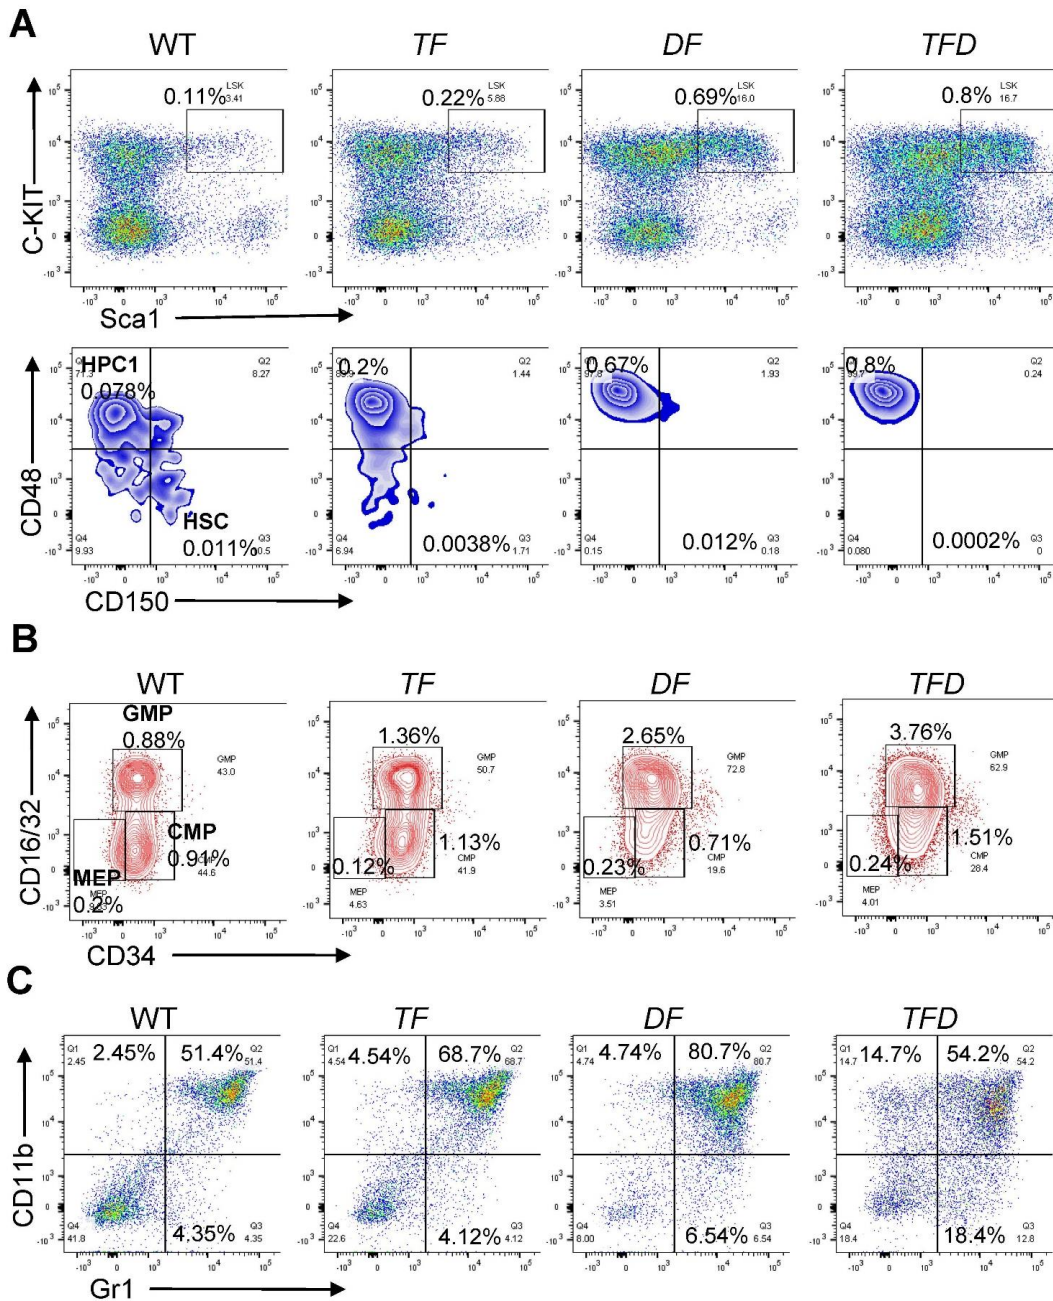

### Supplementary Figure 2 Combined heterozygous loss of *Tet2* and *Dnmt3a* and expression of *Flt3*<sup>TD/WT</sup> causes transplantable myeloid leukemia in mice.

Bone marrow cells ( $2 \times 10^6$  cells) from WT, *Tet2*<sup>+/-</sup>*Flt3*<sup>TD/WT</sup>, *Dnmt3a*<sup>+/-</sup>*Flt3*<sup>TD/WT</sup>, and *Tet2*<sup>+/-</sup>*Dnmt3a*<sup>+/-</sup>*Flt3*<sup>TD/WT</sup> mice were transplanted into lethally irradiated C57BL/6 mice through tail vein and monitored for disease progression. Mice were analyzed on moribund. **(A)** Upper panel shows the representative flow profile of LSK cells and lower panel shows the representative flow profile of HSC population of indicated genotype recipients **(B)** Representative flow profile of committed progenitors of indicated genotype recipients **(C)** Representative flow profile of Gr1/CD11b terminally differentiated myeloid cells.

## Supplementary Figure 3

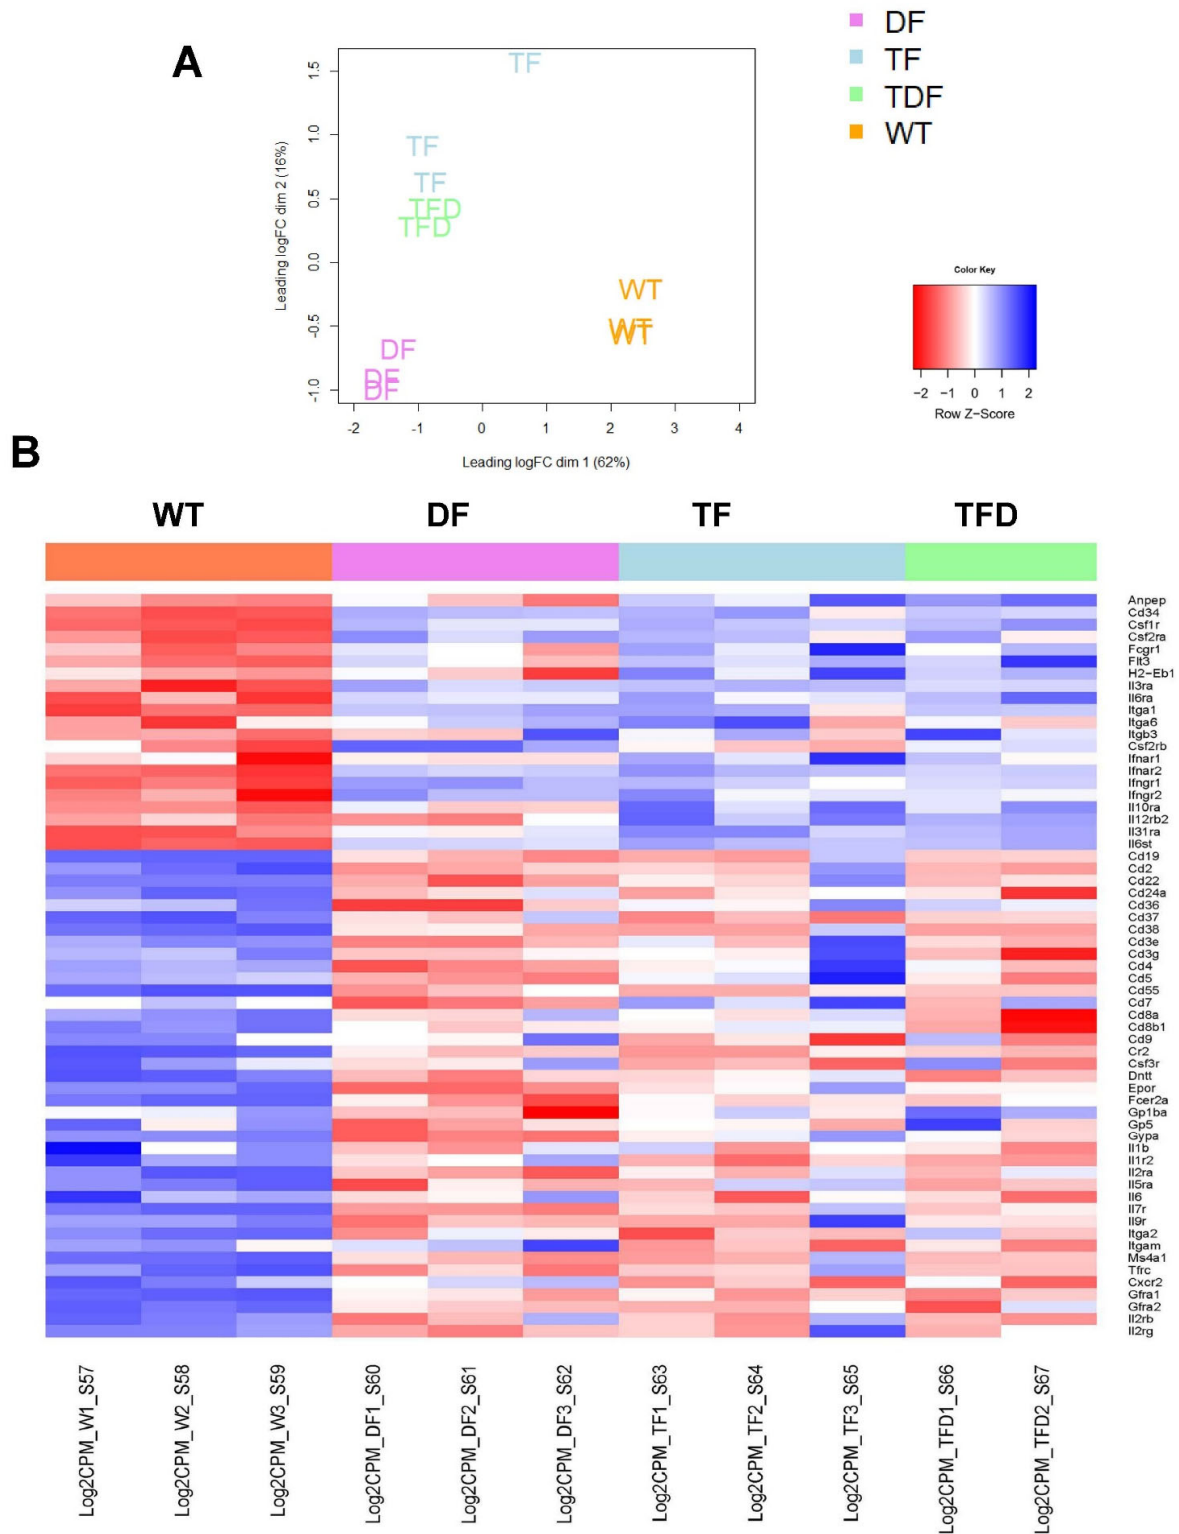

**Supplementary Figure3. RNASeq analysis of bone marrow cells derived from *TF*, *DF* and *TFD* mice. (A)** MDS plot made by whole transcriptomics profile reflects distinct differences between WT and *TF*, *DF* and *TFD* groups. **(B)** Heat map showing gene expression profile of dysregulated hematopoietic cytokine genes in *DF*, *TF*, *TFD* vs WT.

## Supplementary Figure 4

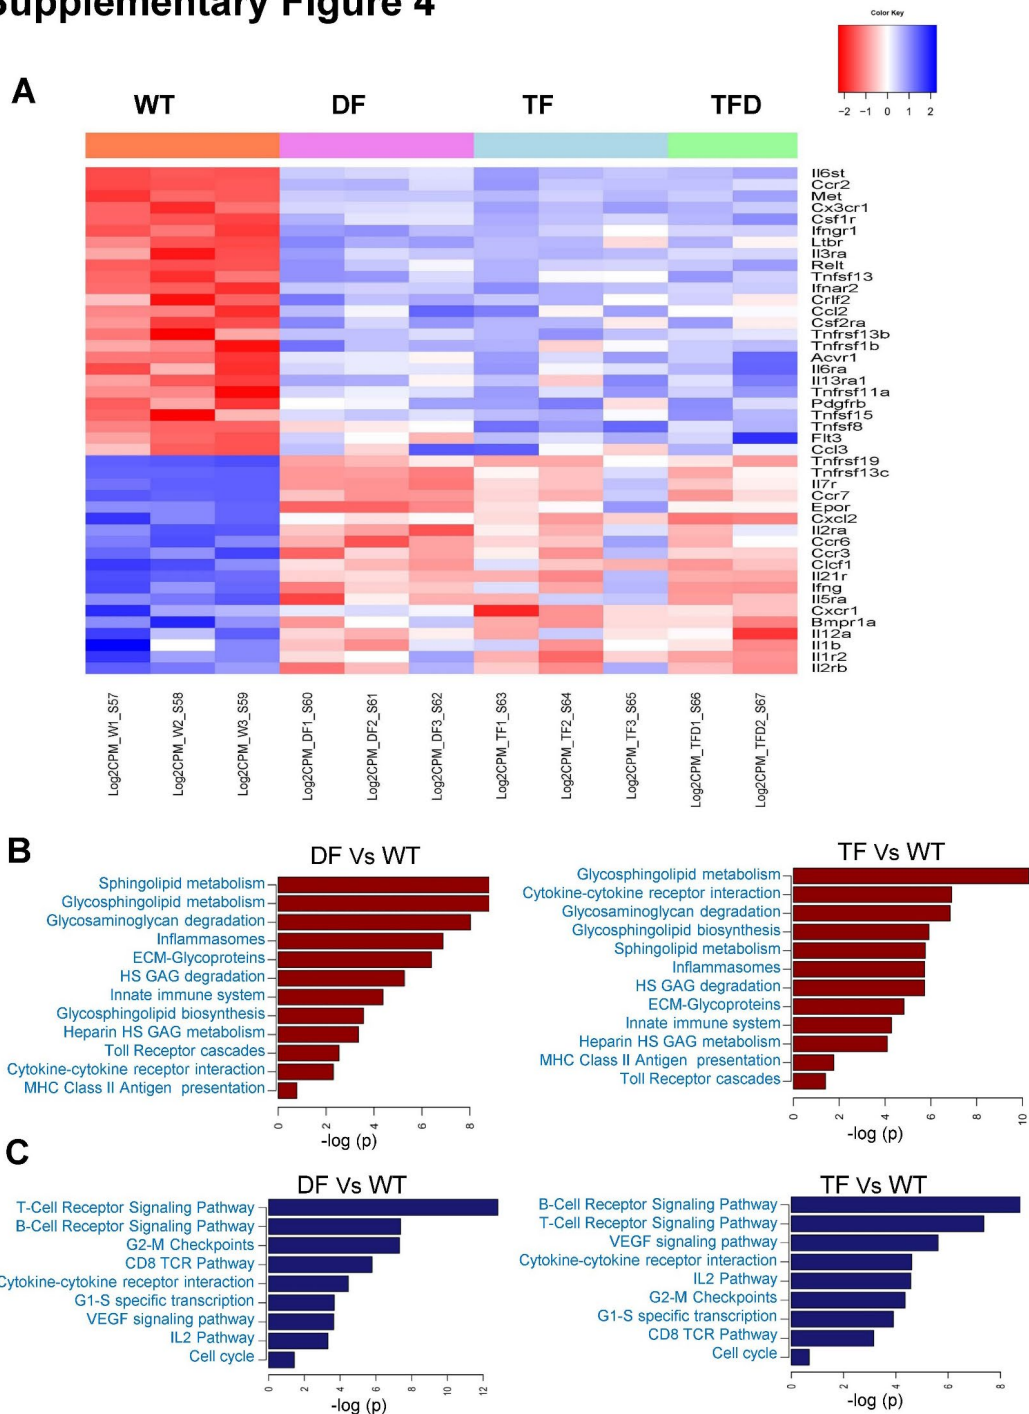

**Supplementary Figure 4. RNASeq analysis of bone marrow cells derived from *TF*, *DF* and *TFD* mice. (A)** Heat map showing gene expression profile of dysregulated inflammatory cytokine genes in mutants vs WT **(B)** Pathway enrichment analysis of upregulated genes in double mutants *DF* and *TF* relative to WT **(C)** Pathway enrichment analysis of downregulated genes in double mutants *DF* and *TF* relative to WT mice.

## Supplementary Figure 5

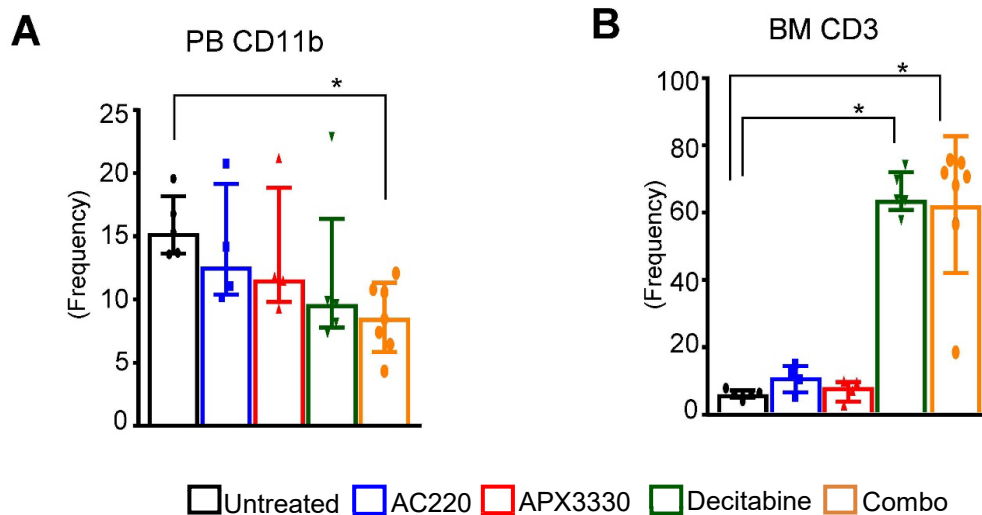

**Supplementary Figure 5. *TFD* driven AML responds to a combination of Flt3 inhibitor, APE1 inhibitor and decitabine. (A)** Effect of drug treatment on the frequency of PB CD11b single positive myeloid cells and **(B)** CD3 positive lymphoid cells in the bone marrow.

## Supplementary Figure 6

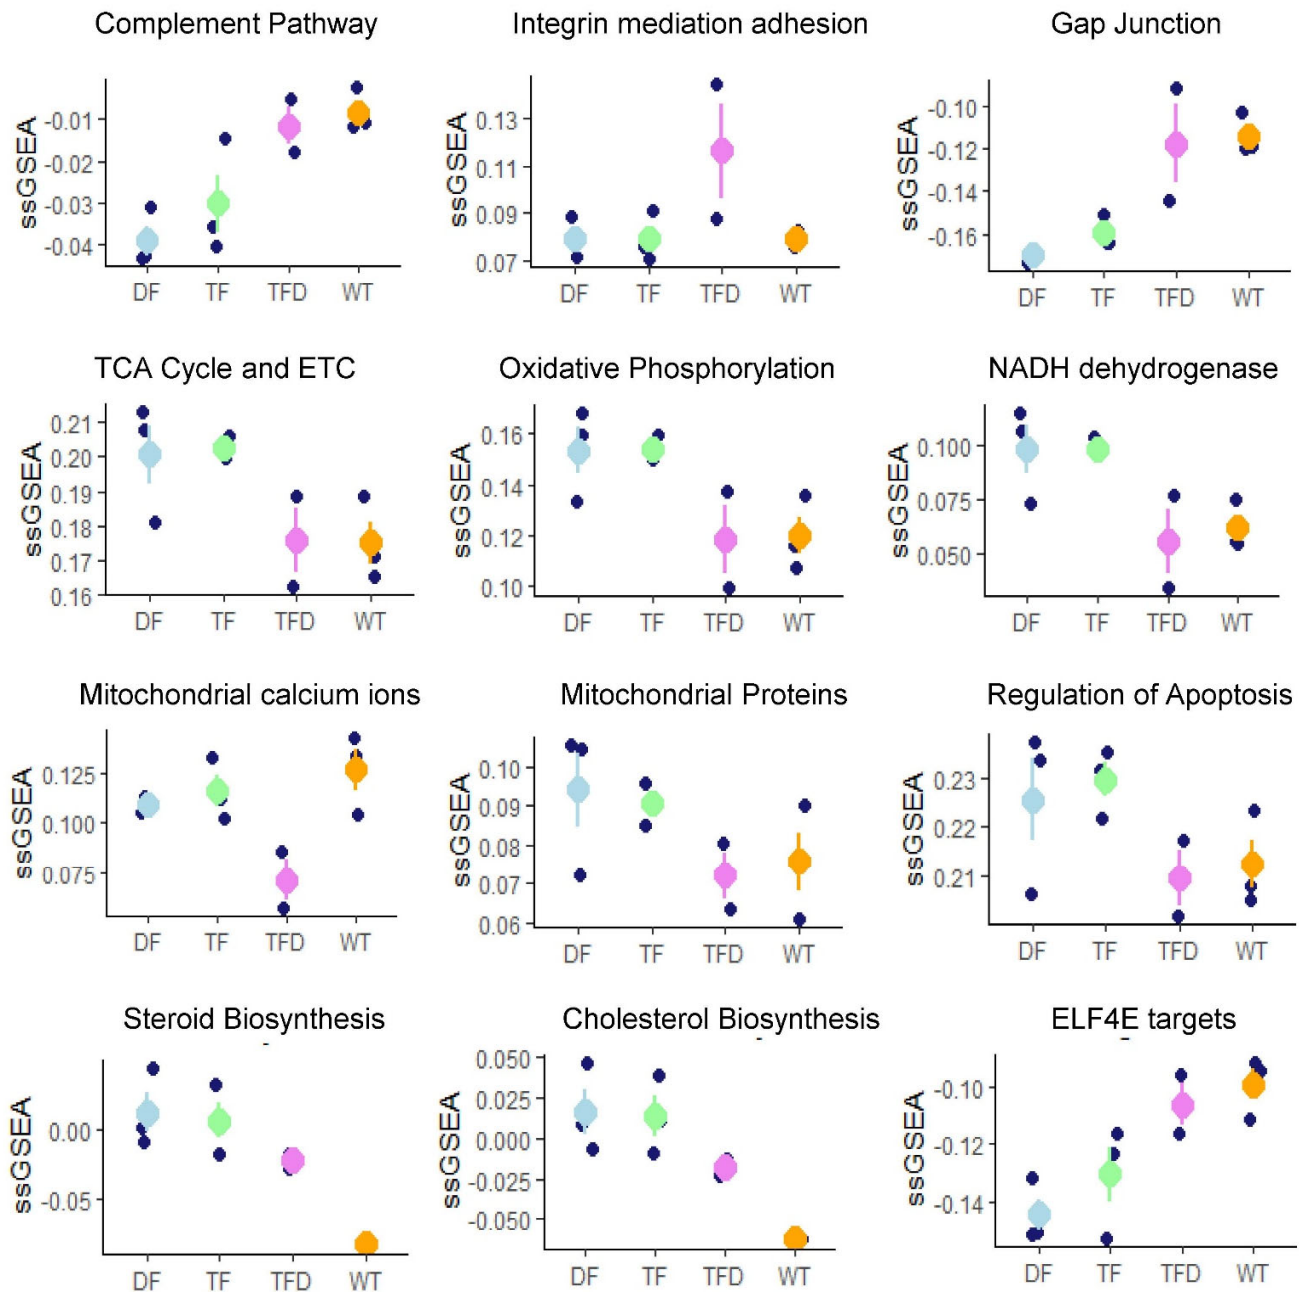

**Supplementary Figure 6. Single sample GSEA analysis specific to *TFD* mutant compared to *DF* and *TF* using sample wise pathway analysis.** Interrogation of additional pathways revealed the dysregulation of TCA cycle, oxidative phosphorylation, electron transport chain, NADH dehydrogenase complex, oxidative reductase, regulation of apoptosis cascade, mitochondrial calcium transporter, and other mitochondrial proteins

## Supplementary Figure 7

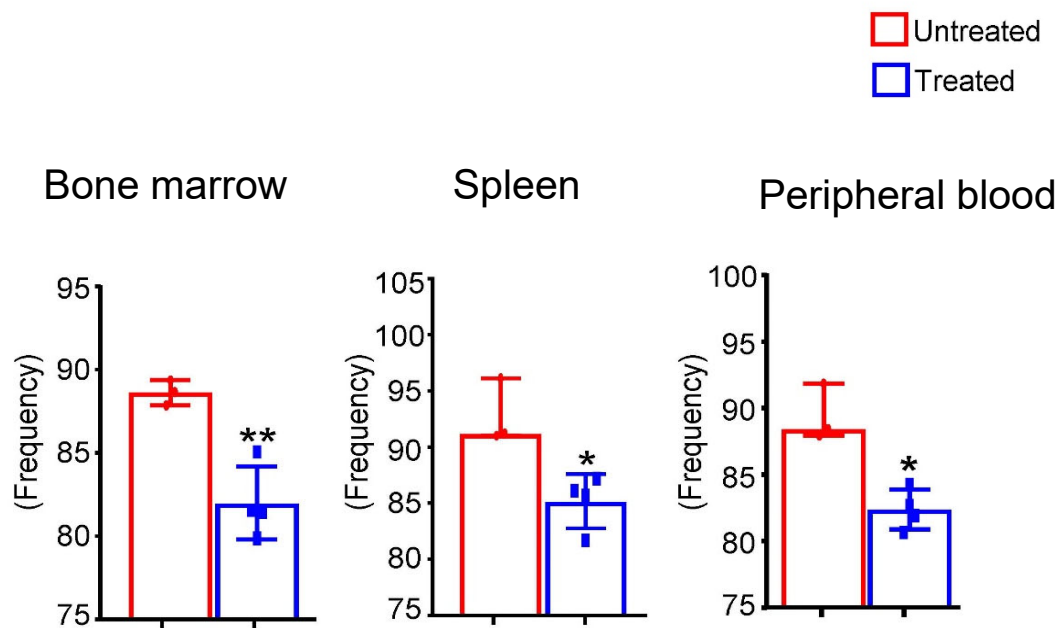

**Supplementary Figure 7. Multi-mutational AML patient derived xenograft responds to combinational drug treatment**

Frequency of myeloid lineage monocyte cells (human CD45<sup>+</sup>, CD33<sup>+</sup>, CD14<sup>+</sup>) from Bone marrow, Spleen and Peripheral blood.

**Supplementary Table 1 List of reagents**

| <b>REAGENT or RESOURCE</b>                        | <b>SOURCE</b>                         | <b>IDENTIFIER</b> |
|---------------------------------------------------|---------------------------------------|-------------------|
| <b><i>Murine Flow Antibodies</i></b>              |                                       |                   |
| Ter119 PE                                         | Biolegend                             | Cat # 116208      |
| B220 PE                                           | Biolegend                             | Cat # 103208      |
| Gr1 PE                                            | Biolegend                             | Cat # 108408      |
| CD11b PE                                          | Biolegend                             | Cat # 101208      |
| CD3 PE                                            | Biolegend                             | Cat # 100308      |
| C-KIT APC                                         | Biolegend                             | Cat # 105812      |
| Sca1 PE Cy7                                       | Biolegend                             | Cat # 122514      |
| CD48 APC Cy7                                      | Biolegend                             | Cat # 103432      |
| CD150 PerCPCy5.5                                  | Biolegend                             | Cat # 115922      |
| Sca1 PerCPCy5.5                                   | Biolegend                             | Cat # 122524      |
| CD16/32 PE Cy7                                    | Biolegend                             | Cat # 101318      |
| CD34 BV421                                        | BD Biosciences                        | Cat # 562608      |
| CD71 APC                                          | Biolegend                             | Cat # 113820      |
| CD19 APC                                          | ebiosciences                          | Cat # 17-0193-80  |
| CD11b APC                                         | Biolegend                             | Cat # 101212      |
| C-KIT APC Cy7                                     | Biolegend                             | Cat # 105826      |
| CD45 APC                                          | Biolegend                             | Cat # 103112      |
| <b><i>Human Flow Antibodies</i></b>               |                                       |                   |
| CD45 PE                                           | Biolegend                             | Cat # 304008      |
| CD19 APCCy7                                       | Biolegend                             | Cat # 302218      |
| CD33 FITC                                         | Biolegend                             | Cat # 303304      |
| CD14 PECy5                                        | Biolegend                             | Cat # 301864      |
| CD16 BV421                                        | Biolegend                             | Cat # 302038      |
| Lineage cocktail FITC                             | Biolegend                             | Cat # 348801      |
| CD34 APCCy7                                       | Biolegend                             | Cat # 343514      |
| CD38 PECy5                                        | Biolegend                             | Cat # 303508      |
| CD45RA BV421                                      | Biolegend                             | Cat # 304130      |
| CD123 PECy7                                       | Biolegend                             | Cat # 306010      |
| Human Fc receptor blocking solution               | Biolegend                             | Cat # 422302      |
| <b><i>Inhibitors</i></b>                          |                                       |                   |
| APX3330                                           | Gift from Mark R. Kelley              |                   |
| Quizartinib (AC220)                               | Fisher Scientific                     | 67-885-0          |
| (2-hydroxypropyl)- $\beta$ -cyclodextrin solution | Sigma Aldrich                         | H5784             |
| Decitabine                                        | Selleckchem                           | S1200             |
|                                                   |                                       |                   |
|                                                   |                                       |                   |
| AML Patient Samples                               | Dr. Boswell Scott, IUSM, Indianapolis |                   |
|                                                   |                                       |                   |
| <b><i>Software and Algorithms</i></b>             |                                       |                   |
| Flow Jo                                           |                                       |                   |
| GraphPad Prism 7.0                                |                                       |                   |

**Supplementary Table2. Data set used for training of hematopoietic cell marker genes**

| <b>Cell type</b> | <b>Cell type name</b>               | <b>GSE14833</b> | <b>GSE27787</b> | <b>GSE656</b> | <b>GSE42519</b> |
|------------------|-------------------------------------|-----------------|-----------------|---------------|-----------------|
| HSC              | Hematopoietic stem cell             | 4               | 4               | 2             | 4               |
| MPP              | Multipotent progenitors             | 5               | 2               |               |                 |
| NK               | Nature Killer cell                  | 2               | 2               | 2             |                 |
| GMP              | Granulocyte-myeloid Progenitors     | 3               |                 |               | 5               |
| MEP              | Megakaryocyte-erythroid Progenitors | 4               |                 |               | 2               |
| CLP              | Common lymphoid Progenitors         | 2               |                 |               |                 |
| MKP              | Megakaryocyte Progenitors           | 3               |                 |               |                 |
| ProB             | Pro-B cell                          | 2               |                 |               |                 |
| PreB             | Pre-B cell                          | 4               |                 |               |                 |
| CD4T             | CD4+ T cell                         |                 |                 | 2             | 4               |
| CD8T             | CD8+ T cell                         |                 |                 | 2             | 4               |
| Mono             | Monocyte                            |                 |                 | 2             | 2               |
| Neu              | Neutrophil                          |                 |                 | 2             |                 |
| B                | B cell                              |                 |                 |               | 2               |
| Gra              | Granulocyte                         |                 |                 |               | 2               |
| Erythroid        | Erythroid cell                      |                 |                 |               | 2               |
| CMP              | Common Myeloid Progenitor           |                 |                 | 3             |                 |
| PM               | Promyelocyte                        |                 |                 |               | 6               |
| MY               | Myelocyte                           |                 |                 |               | 2               |
| MM               | Metamyelocyte                       |                 |                 |               | 3               |
| BC               | Band cell bone marrow               |                 |                 |               | 4               |
| PMN              | Polymorphonuclear Neutrophil        |                 |                 |               | 3               |

**Supplementary Table 3A. Overlap of upregulated HSC self-renewal genes**

| <b>DF vs WT</b> | <b>TF vs WT</b> | <b>TFD vs WT</b> |
|-----------------|-----------------|------------------|
| Hoxa9           | Hoxa9           | Hoxa9            |
| Hoxb3           | Hoxb3           | Hoxb3            |
| Hoxa7           | Hoxa7           | Hoxb4            |
| Cdkn2c          | Hoxb4           | Mycl             |
| Etv6            | Mycl            | Etv6             |
| Spi1            | Cdkn2c          | Vdr              |
| Vdr             | Etv6            | Zfp467           |
| Zfp467          | Spi1            | Zfp521           |
| Prdm5           | Vdr             | Prdm5            |
| Meis1           | Glis2           | Meis1            |
| Zfp532          | Zfp467          | Zfp532           |
|                 | Zfp521          |                  |
|                 | Prdm5           |                  |

**Supplementary Table 3B. Overlap of downregulated HSC self-renewal genes**

| <b>DF vs WT</b> | <b>TF vs WT</b> | <b>TFD vs WT</b> |
|-----------------|-----------------|------------------|
| Gata1           | Gata1           | Gata1            |
| Gata3           | Gata2           | Gata3            |
| Gatad2b         | Mycbp           | Pbx1             |
| Bmi1            | Ezh2            | Nr3c2            |
| Ezh2            | Myb             |                  |
| Msi2            | Stil            |                  |
| Nr3c2           | Pbx1            |                  |
|                 | Msi2            |                  |

**Supplementary Table 4. Overlap of dysregulated cytokine genes**

**Upregulated**

| DF vs WT | TF vs WT | TFD vs WT |
|----------|----------|-----------|
| Cd34     | Anpep    | Cd34      |
| Csf1r    | Cd34     | Csf1r     |
| Csf2ra   | Csf1r    | Csf2ra    |
| Flt3     | Csf2ra   | Flt3      |
| Il3ra    | Fcgr1    | H2-Eb1    |
| Il6ra    | Flt3     | Il3ra     |
| Itga1    | H2-Eb1   | Il6ra     |
| Csf2rb   | Il3ra    | Il6ra     |
| Ifnar2   | Il6ra    | Itga1     |
| Ifngr1   | Itga1    | Itgb3     |
| Ifngr2   | Itga6    | Ifnar2    |
| Il31ra   | Ifnar1   | Ifngr1    |
| Il6st    | Ifnar2   | Il10ra    |
|          | Ifngr1   | Il12rb2   |
|          | Ifngr2   | Il131ra   |
|          | Il10ra   | Il6st     |
|          | Il12rb2  |           |
|          | Il131ra  |           |
|          | Il6st    |           |

**Downregulated**

| DF vs WT | TF vs WT | TFD vs WT |
|----------|----------|-----------|
| Cd19     | Cd19     | Cd19      |
| Cd2      | Cd2      | Cd2       |
| Cd22     | Cd24a    | Cd22      |
| Cd24a    | Cd37     | Cd24a     |
| Cd36     | Cd38     | Cd37      |
| Cd37     | Cd55     | Cd38      |
| Cd38     | Cd8a     | Cd3e      |
| Cd3e     | Cd8b1    | Cd3g      |
| Cd4      | Cd9      | Cd55      |
| Cd5      | Cr2      | Cd8a      |
| Cd55     | Csf3r    | Cd8b1     |
| Cd7      | Dntt     | Cr2       |
| Cd8b1    | Epor     | Dntt      |
| Cr2      | Fcer2a   | Epor      |
| Dntt     | Gypa     | Fcer2a    |
| Epor     | Il1b     | Gypa      |
| Fcer2a   | Il1r2    | Il1b      |
| Gp1ba    | Il2ra    | Il1r2     |
| Gp5      | Il5ra    | Il2ra     |
| Gypa     | Il6      | Il5ra     |
| Il1b     | Il7r     | Il6       |
| Il1r2    | Itga2    | Il7r      |
| Il2ra    | Itgam    | Ms4a1     |
| Il5ra    | Ms4a1    | Tfrc      |
| Il7r     | Tfrc     | Cxcr2     |
| Il9r     | Cxcr2    | Gfra1     |
| Itga2    | Gfra1    | Gfra2     |
| Ms4a1    | Gfra2    | Il2rb     |
| Tfrc     | Il2rb    |           |
| Gfra1    |          |           |
| Gfra2    |          |           |
| Il2rb    |          |           |
| Il2rg    |          |           |

How the deposited data were processed for this re-analysis (not part of the article)

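RNA was extracted from whole BM cells of WT, DF, TF and TFD mice treated with poly(I:C), and sequenced at the authors' core facility. The values come from 11 libraries (3 WT, 3 DF, 3 TF and 2 TFD), assigned to genotypes by their sample labels, whose titles match the column names of the deposited table. TFD replicate 3 was not analysed here. The authors assessed the reads with FastQC, aligned them to mm10 with STAR, kept unique alignments, counted them on refGene genes with featureCounts and kept genes with more than 0.5 CPM in more than 3 samples. The versions of these tools and the strandedness of the counting are not given in the paper's text. The deposited counts are raw reads per gene for 12199 genes, with 0 genes of the mitochondrial chromosome. The authors also deposited log2 CPM values, which edgeR's cpm function with a prior count of 0.25 gives from the counts to within 5e-09, so they carry TMM factors. A further column of another kind, the gene length in bases that the authors deposited, is the exon length that featureCounts writes. The paper's methods also name RPKM, which was not used here.

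All tests started from the raw counts. Library totals ranged from 8274153 to 15900904 over the kept genes, and between 12155 and 12195 genes were detected per library. Intervals and floors derived from such totals would cover counting error only, and the spread between mice, with 2 or 3 per genotype, limits the precision. Genes with more than 0.5 CPM in more than 3 of the 11 libraries were tested, which left 12175 genes and removed 24, of which 22 exceeded 0.5 CPM in exactly 3 libraries. Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using TMM factors, which ranged from 0.924 to 1.043, and the quasi-likelihood F test on a model with a mean for each of the 4 genotypes. The comparisons were DF, TF and TFD versus WT, DF versus TF, DF versus TFD, TF versus TFD, and TFD versus the mean of DF and TF. P values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the F statistic. Levels are given as mean log2 CPM with the SD over libraries. A fold against a group with at most 3 counts in every library was computed against 3 counts, as a lower bound.

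Distances between libraries were the root mean square log2 fold change of the 500 genes that differed most between them. They were tested with exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, one-sided over all splits for mutants and WT, and two-sided over 20 splits for the distances of TFD to DF and TF. Gene set scores were the mean log2(CPM + 1) of the expressed genes of 23 sets written from gene symbols. They were compared by two-sided exact permutation tests, over 28 splits for TFD against DF and TF and over all splits for mutants against WT, with Benjamini-Hochberg adjustment over the 23 sets. Figures were drawn with matplotlib 3.10.9.

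The genes named in the text are those that the paper names for these libraries, the targeted genes, the gene of a set with the largest absolute log2 fold change, the 5 genes with the largest and the 5 with the smallest log2 fold change in TFD versus WT among genes called in the same direction in each mutant genotype with a mean log2 CPM of at least 1, and sex-linked genes. Some genes that this rule selects are not reported here. Other genes are said to have been chosen after their values were seen. The pathways followed from Supplemental Table 5 were picked after the data were seen.

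The alternatives were DESeq2 1.42.0, library totals or RLE factors in place of TMM factors, no filter, edgeR's filterByExpr, a model of only the groups compared, a requirement of at least a 2-fold change, a loess fit (span 0.3) on log gene length in each library, limma 3.58.1 on log2(CPM + 1), and each library left out in turn. The replicate numbers that the sample labels give were used as a block in a further alternative. For gene sets, a pseudocount of 0.1, no filter, single-sample GSEA scores from gseapy 1.3.1 and camera from limma were also used. A term for libraries with at least 10000 Xist reads, libraries without such reads only, edgeR's likelihood ratio test, limma voom, DESeq2 on only the groups compared, and a loess fit on transcript GC content, known for 96.4% of genes, were added after the values were seen. The filterByExpr setting kept all 12199 genes and so equals no filter.

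The procedures were tested on simulated counts with the totals of these libraries and 200 changed genes among 12175. EdgeR recovered 181 of the 200 with 7 false calls in DF versus WT, and 179 with 15 false calls in DF versus TFD, where the changes were placed in TFD. DESeq2 recovered 179 with 24 false calls and 173 with 26. The planted changes were at least 2-fold in either direction, and smaller changes were not tried. The simulation had no gene-specific spread around the trend of dispersion and no deviating library like TF replicate 3, so these shares are optimistic. They do not show that the real comparisons with TFD had this power. A simulated length trend of −0.39 in log2 between libraries was 0.01 after the loess fit, over 2435 genes. For simulated sets of 40 genes, a shift of 0.5 was estimated at 0.50 on average over 200 runs.

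Pathway enrichment by hypergeometric tests, cell proportions by deconvolution, transplantation, flow cytometry and drug experiments, and the human data were not analysed here.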

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

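The tests of strain variants, of reads from another library and of the genotype as the source of interferon differences were chosen only after the results were seen, and so were the count thresholds of at most 3 and at least 30 reads.

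The paper's text does not name 10 genes that had at most 3 reads in every WT library and at least 30 in at least 1 mutant library. Maob, Adamts17 and Nov are listed as members of pathways in Supplemental Table 5. The most reads in one mutant library were 117 for Maob, 58 for Adamts17, 103 for Elavl4, 1062 for Rprl1, 136 for Upk1b, 87 for Rprl2, 37 for Hmga2, 413 for Nov, 77 for Cd209c and 366 for Ifi44l. Of these, Maob, Adamts17, Hmga2 and Nov had at least 15 reads in each of the 8 mutant libraries. Against a floor of 3 reads in WT, Maob was at least 20.9-fold higher in DF, 13.5-fold in TF and 22.5-fold in TFD, Hmga2 at least 8.03-fold, 8.43-fold and 8.42-fold, and Nov at least 14.2-fold, 10.7-fold and 77.4-fold. The others differed between mutant genotypes or between libraries of a genotype. Elavl4 had 36, 51 and 103 reads in TF and at most 1 in TFD, and Upk1b had at least 66 in TF and at most 10 in DF.

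Rprl1 had 708, 622 and 774 reads in TF, 1062 in TFD replicate 1 and 0 in TFD replicate 2. Ifi44l had 366, 14 and 2 reads in TF and 93 and 123 in TFD. They are the 2 genes other than Xist and the Y-linked genes that went from at most 3 to at least 300 reads within a genotype, so a variant carried by some of the mice may explain them, and the counts cannot tell such a variant from other differences between the mice. Rprl1, Rprl2 and Rprl3 are near-identical copies, and unique alignments can move between such copies. DF replicate 1, with 20 reads of Rprl1 against 1 and 2 in the other DF libraries, might hold reads from TF replicate 3, at a median of 2.45% over 3 genes, which could not be told apart from a true low level. For Maob, Adamts17, Hmga2 and Nov, whose reads rose in each mutant genotype, a change with the mutations remains a hypothesis. By the paper's methods the WT mice came from a core facility and the mutants from crosses of mutant lines, so a strain difference at these genes is equally open, and it was not tested.

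In DF versus WT and TF versus WT, 20 genes were called in opposite directions, 3 up in DF and down in TF and 17 the other way. Each also differed in the direct comparison of DF with TF, a test that is not independent of how the genes were found. Usp18 had a log2 fold change of −2.23 in DF and 0.99 in TF versus WT, and −3.22 in DF versus TF (SE 0.36, adjusted p = 0.00122 from edgeR's quasi-likelihood test). Of the 20 genes, 6 belong to the interferon sets (Oas3, Usp18, Oasl2, Oas1a, Irf9 and Irf7). A score of type I interferon genes lay below every WT library in 3 of 3 DF libraries and above every WT library in 2 of 3 TF libraries. The scores were 4.79, 4.26 and 5.38 in TF, 3.46, 3.29 and 3.50 in DF, 4.06, 4.35 and 4.54 in WT, and 3.86 and 4.22 in TFD. TF replicate 2 therefore goes against genotype as the only source of the TF values. The share of counts taken by the 100 highest genes differed by 0.825 percentage points between WT and mutants, and the largest ratio of the counts of called genes with and without the Xist term or the Xist libraries was 1.13 over the comparisons with WT. Neither value tests the opposite calls themselves. Skint3, with 0 reads in each TF library and 95 to 234 in DF, is among the 20 genes and was chosen after its values were seen.

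Each genotype had at most 3 libraries, so no library was tested as an outlier.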

How the results depend on the processing

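Before the data were examined, the main tests and most alternatives were fixed. The Xist term, the libraries without Xist reads, edgeR's likelihood ratio test, limma voom, DESeq2 on only the groups compared and the loess fit on GC content were chosen after the values were seen. An analysis of all 12 libraries was not run, since TFD replicate 3 was not analysed here, and a pseudocount of 0.1 for single genes was not run, since counts were used.

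The numbers of genes called versus WT stayed within 1.5 times the main count in each setting other than the 2-fold requirement, from 3413 to 4887 in DF, from 2853 to 4603 in TF and from 2444 to 3632 in TFD, and so did their overlap, from 1715 to 2568. With the 2-fold requirement they were 1533 (664 up and 869 down), 1336 (759 up and 577 down), 1350 (705 up and 645 down) and an overlap of 820, and DF versus TF had 397 (33 up and 364 down). The distance between WT and mutant libraries kept its direction and an exact permutation p under 0.05 in each setting.

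The comparisons between mutants depended on the test. For DF versus TF, DESeq2 gave 1072 genes, edgeR's likelihood ratio test 1154, limma voom 474 and DESeq2 on the groups compared 1144, against 723. For DF versus TFD, with 0 genes and 1727 at an unadjusted p under 0.05, DESeq2 gave 258, edgeR on the groups compared 135, the likelihood ratio test 311 and DESeq2 on the groups compared 286. For TF versus TFD, with 2 genes, DESeq2 gave 131, edgeR on the groups compared 0 (728 at an unadjusted p under 0.05), limma on log2(CPM + 1) 4, the Xist term 22, the likelihood ratio test 85 and DESeq2 on the groups compared 74. For TFD versus the mean of DF and TF, with 2 genes, DESeq2 gave 66, the Xist term 5 and the likelihood ratio test 43. The cause was not tested, apart from TF replicate 3 below.

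With each library left out in turn, DF versus TF gave from 169 to 934 genes, DF versus TFD from 0 (1722 at an unadjusted p under 0.05 without WT replicate 1) to 226, TF versus TFD from 2 to 26, and TFD versus the mean of DF and TF from 1 to 7. The 226 genes were found without TF replicate 3. The list of downregulated self-renewal genes for TF had from 4 to 8 called. The distance from TFD to DF minus that to TF ranged from −0.061 to 0.267 over 8 fits, being negative without TF replicate 1 or 2.

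The correlations of log2 fold changes fell with WT libraries that were not shared, to 0.75 for DF and TF, 0.81 for DF and TFD and 0.82 for TF and TFD.

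Among gene sets in TFD against DF and TF, the direction of the TCA cycle reversed with library totals (0.005) and with the length fit (0.007), that of CXC chemokines with a pseudocount of 0.1 (−1.6e-05), and that of IFN-γ response with single-sample GSEA (0.009), each with an exact permutation p of at least 0.893. Complex I passed its threshold at −0.295 and lost it with library totals (−0.247, exact permutation p = 0.0714) and with camera. Mitochondrial calcium transport passed with the length fit (−0.062), cholesterol biosynthesis with camera (−0.259), and intrinsic coagulation with the length fit (0.381), single-sample GSEA (0.024) and camera (0.346). Over the fits without one library, the ranges were −0.380 to −0.139 for oxidative phosphorylation, −0.070 to −0.036 for the TCA cycle, −0.176 to −0.066 for calcium transport, −0.002 to 1.119 for platelets, −0.139 to 0.252 for complement, −0.338 to 0.486 for CXC chemokines and −0.186 to 0.105 for IFN-γ response. They were −0.436 to −0.154 for complex I and −0.292 to −0.224 for cholesterol biosynthesis. For intrinsic coagulation the range was 0.062 to 0.631, and for CD8+ T cell genes −0.929 to −0.303. Oxidative phosphorylation and the TCA cycle passed without DF replicate 3, and calcium transport without TF replicate 1 (exact permutation p = 0.0476 each). In mutants against WT, the T cell difference of −0.915 was on the other side of the threshold with camera and in 4 fits without one library (exact permutation p = 0.0667 without WT replicate 1, 2 or 3 and 0.0583 without TFD replicate 2), and ranged from −1.090 to −0.850. The erythroid difference of −2.124 was so with camera too, and the GMP difference ranged from 0.348 to 0.480, passing without TF replicate 3 (exact permutation p = 0.0333). The pro-B cell difference kept its direction and side in each setting. The causes of these changes were not tested, except for gene length.

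Of the targeted genes, Tet2 in DF versus WT was 0.405 with library totals (adjusted p = 0.0505) and 0.375 to 0.551 without one library, with the call lost in 4 of 11 fits (adjusted p from 0.0619 to 0.112). Dnmt3a in DF versus WT was 0.004 with the Xist term and ranged from −0.418 to 0.006, in TF versus WT from 0.338 to 0.762, with the call lost in 7 of 11 fits (adjusted p from 0.0531 to 0.15), and in DF versus TF from −0.844 to −0.54, called in 3 fits (adjusted p from 0.0161 to 0.0395), with −0.755 in DESeq2 (adjusted p = 0.00778) and −0.814 with library totals (adjusted p = 0.0297). Flt3 in DF versus WT ranged from 0.708 to 1.096, with the call lost in 3 of 11 fits (adjusted p from 0.0639 to 0.0936). Single libraries reversed Glis2 in DF versus WT (−0.537 to 0.292), Gzmb in TFD versus WT (−0.162 to 0.84) and versus the mean of DF and TF (−0.965 to 0.052), and Tnf in TFD versus WT (−0.626 to 0.232). Over 29 genes and 87 comparisons with the paper's named genes, DESeq2 left 84 on the same side of the threshold, library totals 82 and the Xist term 81. The 957 fits without one library left 870, with 74 weaker, 9 stronger and 4 reversed.

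The replicate number was also used as a block, for gene sets and distances only after the values were seen, since the labels repeat the numbers 1 to 3 in each genotype. The deviations of same-numbered libraries from their group means had a mean correlation over genes of 0.026 (15 pairs of libraries), against −0.013 for different numbers (30 pairs), so the numbers do not mark a shared source of variation, and the libraries are from different animals. With the block, 4492 genes were called in DF versus WT, 4165 in TF versus WT, 2722 in TFD versus WT, 600 in DF versus TF, 42 in DF versus TFD, 2 in TF versus TFD, 1 in TFD versus the mean of DF and TF, and 2097 in the overlap.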

Differences from the paper's values

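The counts of genes called between mutant genotypes differed from the paper's. For DF versus TF, 203 genes were upregulated against the paper's 521, and 520 downregulated against the paper's 860. Of the alternatives set before the data were examined, none came within 1.5 times of the upregulated count. For the downregulated count, DESeq2 (743), library totals (659), the fit without TF replicate 2 (703) and the fit without TFD replicate 2 (595) did, and the others did not. Chosen after the values were seen, edgeR's likelihood ratio test (394 up and 760 down) and DESeq2 on only the groups compared (439 up and 705 down) came within it for both. For DF versus TFD, 0 genes were called in either direction, and 1727 had an unadjusted p under 0.05, against the paper's 335 upregulated and 393 downregulated. For TF versus TFD, 1 gene was upregulated against the paper's 290 and 1 downregulated against the paper's 101. None of the alternatives set before the data were examined, and none of those added later, came within 1.5 times of these 4 counts. The paper's methods name DESeq2, which gave 103 up and 155 down in DF versus TFD, and 109 up and 22 down in TF versus TFD.

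The counts versus WT lay within 1.5 times of the paper's in each comparison, as did the numbers of listed genes called in all 3 mutant genotypes. The MDS dimensions held 57.3% and 17.8% of the variance, against about 62% and about 16% in Supplemental Figure 3A, read by eye.

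The paper states that TF and TFD are closer to each other than to DF. The mean distances had this order, with 1.86 between TF and TFD, 1.92 between DF and TFD and 2.30 between DF and TF. The last was not tested, and it includes 2.94, 3.15 and 3.21 from TF replicate 3. On the MDS dimension after the leading one, TF and TFD libraries were negative and DF libraries positive, which was not tested either. With WT libraries that were not shared, the log2 fold changes of TF and TFD had a correlation of 0.82, against 0.81 for DF and TFD and 0.75 for DF and TF. The distance from TFD to DF exceeded that to TF by 0.05, with an exact permutation p of 1, and by 0.27 without TF replicate 3, with an exact permutation p of 0.1, the smallest of 10 splits. With all libraries p could not fall below 0.1 either, so neither test could pass 0.05.

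The paper's text gives Il6 as upregulated in each mutant genotype, while Supplemental Table 4 lists it as downregulated in TF and TFD. Its log2 fold change was −0.67, −1.22 and −1.32 in DF, TF and TFD versus WT (adjusted p = 0.17, 0.0268 and 0.0404 from edgeR's quasi-likelihood test), and no setting called it upregulated. Over the settings, the adjusted p ranged from 0.00855 to 0.12 in TF and from 0.0152 to 0.139 in TFD. The downward calls were therefore lost in some settings.

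Among the listed or drawn genes, 7 calls of the paper were not made by edgeR's quasi-likelihood test. Hoxb3 in TFD versus WT (adjusted p = 0.0763, range over settings 0.0445 to 0.275) was called with the likelihood ratio test, chosen after the values were seen. Gata3 in TFD (adjusted p = 0.0521, range 0.0138 to 0.106) was called with library totals, the groups compared alone, the length fit, limma on log2(CPM + 1) and the fits without DF replicate 3, TF replicate 2 or TF replicate 3, and, chosen after the values were seen, with the Xist term, the likelihood ratio test, limma voom and DESeq2 on the groups compared. H2-Eb1 in TFD (adjusted p = 0.0609, range 6.91e-09 to 0.163) was called with the groups compared alone, without DF replicate 1, DF replicate 3, TF replicate 2 or TF replicate 3, and, chosen afterwards, with the likelihood ratio test and DESeq2 on the groups compared. Cd3e in TFD (adjusted p = 0.0532, range 0.00295 to 0.114) was called with DESeq2, the groups compared alone, the length fit, limma on log2(CPM + 1), without TF replicate 2 or TF replicate 3, and, chosen afterwards, with the Xist term, the likelihood ratio test and DESeq2 on the groups compared. Ccl3 in TFD (adjusted p = 0.0609, range 0.00265 to 0.16) was called with DESeq2, the groups compared alone, the replicate block, without DF replicate 2, DF replicate 3, TF replicate 1 or TF replicate 3, and, chosen afterwards, with the same 3 settings as Cd3e. In TF versus WT, Cd8a (adjusted p = 0.0518, range 0.00792 to 0.147) was called with DESeq2, library totals, RLE factors, the groups compared alone, the replicate block, limma on log2(CPM + 1), without DF replicate 3, TF replicate 3, TFD replicate 1 or TFD replicate 2, and with each of the 5 settings chosen afterwards. Il1b (adjusted p = 0.0518, range 0.0087 to 0.262) was called with library totals, RLE factors, the replicate block, the length fit, without WT replicate 2, DF replicate 3, TF replicate 1 or TFD replicate 2, and, chosen afterwards, with the Xist term and the likelihood ratio test.

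The paper's text can be read as giving 12 self-renewal genes as downregulated in each mutant genotype, while Supplemental Table 3 lists them by genotype, with Gata1 alone in each. The calls listed there were made by edgeR's quasi-likelihood test, apart from Gata3 in TFD, and Gata1 was the gene called in each genotype.

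The paper's text gives Cxcr2 as downregulated in each mutant genotype, while Supplemental Table 4 lists it for TF and TFD only. In DF versus WT it was −0.44 (adjusted p = 0.117, range over settings 0.00352 to 0.28). It was called with the groups compared alone, without TFD replicate 2, and, chosen after the values were seen, with the Xist term, the libraries without Xist reads and DESeq2 on the groups compared.

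The paper gives H2-Eb1, written there as E2-Eb1, Il12rb2, Ifnar1, Cd4, Cd7 and Il7r as higher in TF and TFD than in DF. In DF versus TF, Ifnar1 was not called (adjusted p = 0.285) in any setting. The other genes were called by edgeR's quasi-likelihood test with all libraries. Fits without one library were tabulated here for Il7r alone of these, which was not called without DF replicate 1, 2 or 3 (adjusted p = 0.0699, 0.107 and 0.105, range over fits without one library 0.00433 to 0.107). In DF versus TFD none was called, with adjusted p = 0.29, 0.133, 0.765, 0.439, 0.195 and 0.316 in that order. Il12rb2 was called with DESeq2, Il7r without TF replicate 3, and, chosen after the values were seen, Il12rb2 and Cd7 with the likelihood ratio test and Il12rb2, Cd7 and Il7r with DESeq2 on the groups compared.

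The paper gives Csf2rb, Gata2 and Dock1 as lower in TF than in DF and TFD. In TF versus TFD the log2 fold changes were −0.23, −0.81 and −0.45 (adjusted p = 0.703, 0.269 and 0.271), and Dock1 in DF versus TF was 0.16 (adjusted p = 0.508). No setting called these 4 differences. The paper gives its P values for Gata2 and Dock1 for TFD and DF versus TF. DF and TFD together were not compared with TF here, and p was adjusted over all genes, so the thresholds may differ.

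The paper gives Ifng, Tnf, Cd8a, Gzmb and Prf1 as lower in TFD than in DF and TF. The log2 fold changes in TFD versus the mean of DF and TF were −0.67, −0.38, −1.20, −0.36 and −0.54, with adjusted p = 0.721, 0.65, 0.403, 0.829 and 0.743, and no setting called them.

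The paper gives Zfp532 as upregulated in DF. It was called at 1.52 (adjusted p = 0.0216), and not with DESeq2, nor without WT replicate 2 or 3 or DF replicate 2 or 3 (range over fits without one library 0.0106 to 0.0761), nor, chosen after the values were seen, with DESeq2 on the groups compared.

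The paper gives Zfp521 as not upregulated in DF. It was called in DF versus WT at 0.64 (adjusted p = 0.042, range over settings 0.0191 to 0.166). It was not called with DESeq2, library totals, RLE factors, the groups compared alone, the replicate block, the fits without WT replicate 1, 2 or 3, DF replicate 1 or 3, or TF replicate 1 or 2, nor, chosen after the values were seen, with the Xist term, the libraries without Xist reads, limma voom and DESeq2 on the groups compared.

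For the gene sets, the paper gives complement, CXC chemokine receptor and coagulation pathways as upregulated and IFN-γ response, TCA cycle, oxidative phosphorylation and cholesterol biosynthesis as downregulated in TFD. The sets used here were compiled from gene symbols and are not the paper's, and in these sets the differences had exact permutation p of at least 0.0714 without adjustment, apart from complex I and CD8+ T cell genes at 0.0357. Intrinsic coagulation, at 0.35 with an exact permutation p of 0.107, reached 0.0357 with single-sample GSEA scores, the kind of score that the paper used, and with the length fit, and passed 0.05 with camera, each in the direction the paper gives. Its adjusted p was 0.235 with single-sample GSEA and ranged from 0.183 to 0.274 over the 4 scores for which it was computed.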

Other observations

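The tests of TF replicate 3 for library size and for WT-like marrow, of reads from another library, of a single TFD mouse and of the effect of TF replicate 3 on the calls were chosen only after the results were seen.

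Other splits of the same libraries were counted for the comparisons with 3 libraries in each group. In fits of only the groups compared, the real split called 4846 genes in DF versus WT, 4140 in TF versus WT and 603 in DF versus TF, and each of the 9 other splits called 0 genes in each comparison. At an unadjusted p under 0.05, those other splits gave from 29 to 499 genes, from 28 to 543 and from 130 to 884. Each of them mixes both genotypes within its groups, so a real difference between genotypes widens the spread there. Their 0 calls therefore do not measure how many calls arise without a difference. Among the 4 splits that part 3 same-numbered libraries, 1 gave as many genes, the real one, in each of the 3 comparisons. With 4 splits, a share under 0.05 cannot be reached. The other 6 splits part 1 such pair.

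The overlap of calls across mutant genotypes rests on the same WT libraries in each comparison. Against WT libraries that were not shared, the correlations of the log2 fold changes kept at least 90.2% of their size, so shared WT libraries are unlikely to explain most of the overlap. Sex was not balanced across genotypes. With a term for Xist, or without the Xist libraries, the counts of genes called versus WT changed by a ratio of at most 1.13, while DF versus TF fell from 723 genes to 517 and 536. The 100 highest genes took 23.7% of the counts in WT and 24.5% in the mutants on average, a difference of 0.825 percentage points.

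Genes within 10 Mb of a targeted gene could carry DNA of another strain. Of the 57 genes near Tet2, 3 were called in DF versus TF (5.26%), at percentile 36.1 of windows with as many neighbouring genes, and of the 34 near Dnmt3a 3 were called (8.82%), at percentile 67.2. In TF and TFD versus WT, the shares near Tet2 were at percentiles 98.1 and 96.8, and near Dnmt3a in DF and TFD versus WT at percentiles 46.3 and 90.4. In DF versus WT, the share near Tet2 was at percentile 71.0, and in TF versus WT that near Dnmt3a at 60.1. Near Flt3 the percentiles were 49.2, 6.6 and 57.4 in DF, TF and TFD versus WT. The DF versus TF comparison gave no sign of flanking DNA. Versus WT, the share near Tet2 ranked higher in the genotypes that lack a Tet2 allele. Flanking DNA near Tet2 thus remains open, and the shares versus WT were not followed further.

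TF replicate 3 was far from the other TF libraries, with a mean distance of 2.12 against 1.62 and 1.65. Without the genes of chromosomes X and Y its distance was 1.95, against 1.52 and 1.55, so reads of those chromosomes are unlikely to be the main source. Effects of sex on other genes were not removed by this, TF replicate 3 is the 1 TF library with Xist reads, and its deviations from the group mean had a correlation of 0.311 with those of WT replicate 3 and 0.265 with those of TFD replicate 2, the other libraries with Xist reads, so sex cannot be told apart from other sources. Its total ranked 10 of the 11 libraries, with WT replicate 2 lower, so an extreme depth is unlikely to be the source. Leaving out 1690 genes tied to the T and B cell scores left 59.7% of its extra distance, which cannot tell more lymphoid cells from a wider change, since the genes were chosen by their relation to those scores. Mixing with WT-like marrow would move the summed CPM of all lineages by a similar share, but that of the erythroid genes had moved 73.5% of the way from the other TF libraries to WT and that of the pro-B cell genes 11.5%, a ratio of 6.42. The log2 scores lay closer, from 1.23 in TF replicates 1 and 2 to 2.79 for pro-B cells, with WT at 5.34 to 5.48, and from 4.89 and 5.32 to 6.62 for erythroid genes, with WT at 6.72 to 7.02, so the size of the ratio depends on the scale. A milder or earlier disease in this mouse is a hypothesis that the libraries cannot test, and a larger share of some cell types may account for part of the distance.

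TF replicate 3 also bears on the comparisons of TFD. Without it, 226 genes were called in DF versus TFD, against 0 with it (1727 at an unadjusted p under 0.05), although it belongs to neither genotype. This is consistent with a wider estimated spread from TF replicate 3 holding down the calls, a reading made after the values were seen. In TF versus TFD, 2 genes were called without TF replicate 3, as with it, in a comparison of 2 with 2 libraries. DF versus TF fell from 723 genes to 339 without it. These comparisons also lose a TF library, so their counts cannot test that reading.

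The genes called between TFD and the double mutants were Skint3, Mmel1 and Hist3h2bb-ps, chosen after their values were seen. Skint3 had 273 and 295 reads in TFD, 145, 234 and 95 in DF, 43, 50 and 97 in WT and 0 in each TF library, so its call in TFD versus the mean of DF and TF (adjusted p = 0.00177 from edgeR's quasi-likelihood test) comes with its absence from TF. Mmel1 had 41 and 31 reads in TFD and at most 7 in the other libraries, with a log2 fold change of 3.08 (SE 0.40, adjusted p = 0.0227, higher in 2 of 2 TFD libraries). Hist3h2bb-ps had 379, 367 and 347 reads in TF and 180 and 109 in TFD. No explanation of these was tested.

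At the 603 genes called between DF and TF in a fit of those groups alone, a position of 0 stands for the TF mean and 1 for the DF mean. TFD replicate 1 had a median position of 0.53, with 88.6% of the genes between the means, and TFD replicate 2 had 0.30, with 66.2%. The genes were chosen for a difference between DF and TF, which sets those means apart, so a library outside that choice tends to fall between them. No reference position was computed, and the values cannot tell an intermediate TFD level from this effect.

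The size of the changes versus WT did not separate TFD from the double mutants. The slope over genes of the TFD changes on the DF changes averaged 0.83 (range 0.75 to 1.01), and on the TF changes 1.05 (range 0.72 to 1.62). Each estimate divided the covariance of the TFD changes with the changes of a double-mutant library by that of another library of the same genotype. A different WT library served for each set of changes. The ranges run over the choices of WT and of double-mutant libraries, TF replicate 3 among them. Slopes on both sides of 1 cannot tell whether the TFD changes are a larger copy of those in either double mutant.

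The lower oxidative phosphorylation score of TFD may come in large part from gene length. After a loess fit on gene length in each library, 23.9% of the difference was left, and after one on GC content 93.4%. Spearman's rho of the score with the library total over the 8 mutant libraries was 0.38 (permutation p = 0.36). The shortest genes had a mean shift of −0.154 in TFD replicate 2, near the WT libraries (−0.165 to −0.068), while TFD replicate 1 was at 0.024 and the DF and TF libraries at 0.02 to 0.164. Cytoplasmic ribosome and histone genes were lower in TFD as well, by −0.33 and −0.54 (exact permutation p = 0.0714 each, adjusted p = 0.235, below every double-mutant library in 1 of 2 TFD libraries). The complex I difference fell from −0.295 to −0.09 with the length fit (exact permutation p = 0.0357, the smallest that 28 splits allow, adjusted p = 0.205). The cause of the length shift was not tested.

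Of the 2 TFD libraries, 1 had a platelet score above every double-mutant library, TFD replicate 1, which also had the higher coagulation score. Vwf had 650 reads in TFD replicate 1 and 205 in TFD replicate 2. The difference may thus belong to one mouse and not to the genotype. The same library had 8738 reads of Cwc22, against 347 to 813 in the other 10, a value chosen after it was seen, and no explanation for it was tested.

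DF replicate 1 held 538 reads of Xist together with 1628 of the Y-linked gene Ddx3y. Reads of Xist, Siglech, Rprl1 and Rprl3 in DF replicate 1 were 1.64%, 2.45%, 2.58% and 1.73% of those in TF replicate 3, while DF replicates 2 and 3 had at most 32 of each. The median over the 3 genes other than Xist was 2.45%. A small admixture of reads from another library could explain this, and 3 genes chosen by thresholds set after looking at the counts cannot tell it from other sources.

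Further sets differed between the 8 mutant and 3 WT libraries. Monocyte genes rose by 1.30 (exact permutation p = 0.00606, adjusted p = 0.0199, higher in 8 of 8 mutant libraries), with WT libraries between 6.85 and 6.92 and mutant libraries between 8.08 and 8.38. Cholesterol biosynthesis genes rose by 0.48 (exact permutation p = 0.00606), proliferation genes fell by 0.31 (exact permutation p = 0.00606) and mature B cell genes fell by 2.81 (exact permutation p = 0.00606). These values are the smallest that 3 WT and 8 mutant libraries allow. With camera, cholesterol biosynthesis and proliferation did not pass 0.05, and monocyte and mature B cell genes did. A change in the mix of cells in the marrow and a change within cells were not told apart.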
